# Minocycline counter-regulates pro-inflammatory microglia responses in the retina and protects from degeneration

**DOI:** 10.1186/s12974-015-0431-4

**Published:** 2015-11-17

**Authors:** Rebecca Scholz, Markus Sobotka, Albert Caramoy, Thomas Stempfl, Christoph Moehle, Thomas Langmann

**Keywords:** Minocycline, Microglia, Photoreceptors, Retinal degeneration, Light damage, Age-related macular degeneration

## Abstract

**Background:**

Microglia reactivity is a hallmark of retinal degenerations and overwhelming microglial responses contribute to photoreceptor death. Minocycline, a semi-synthetic tetracycline analog, has potent anti-inflammatory and neuroprotective effects. Here, we investigated how minocycline affects microglia in vitro and studied its immuno-modulatory properties in a mouse model of acute retinal degeneration using bright white light exposure.

**Methods:**

LPS-treated BV-2 microglia were stimulated with 50 μg/ml minocycline for 6 or 24 h, respectively. Pro-inflammatory gene transcription was determined by real-time RT-PCR and nitric oxide (NO) secretion was assessed using the Griess reagent. Caspase 3/7 levels were determined in 661W photoreceptors cultured with microglia-conditioned medium in the absence or presence of minocycline supplementation. BALB/cJ mice received daily intraperitoneal injections of 45 mg/kg minocycline, starting 1 day before exposure to 15.000 lux white light for 1 hour. The effect of minocycline treatment on microglial reactivity was analyzed by immunohistochemical stainings of retinal sections and flat-mounts, and messenger RNA (mRNA) expression of microglia markers was determined using real-time RT-PCR and RNA-sequencing. Optical coherence tomography (OCT) and terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) stainings were used to measure the extent of retinal degeneration and photoreceptor apoptosis.

**Results:**

Stimulation of LPS-activated BV-2 microglia with minocycline significantly diminished the transcription of the pro-inflammatory markers CCL2, IL6, and inducible nitric oxide synthase (iNOS). Minocycline also reduced the production of NO and dampened microglial neurotoxicity on 661W photoreceptors. Furthermore, minocycline had direct protective effects on 661W photoreceptors by decreasing caspase 3/7 activity. In mice challenged with white light, injections of minocycline strongly decreased the number of amoeboid alerted microglia in the outer retina and down-regulated the expression of the microglial activation marker translocator protein (18 kDa) (TSPO), CD68, and activated microglia/macrophage whey acidic protein (AMWAP) already 1 day after light exposure. Furthermore, RNA-seq analyses revealed the potential of minocycline to globally counter-regulate pro-inflammatory gene transcription in the light-damaged retina. The severe thinning of the outer retina and the strong induction of photoreceptor apoptosis induced by light challenge were nearly completely prevented by minocycline treatment as indicated by a preserved retinal structure and a low number of apoptotic cells.

**Conclusions:**

Minocycline potently counter-regulates microgliosis and light-induced retinal damage, indicating a promising concept for the treatment of retinal pathologies.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12974-015-0431-4) contains supplementary material, which is available to authorized users.

## Background

Age-related macular degeneration (AMD) is a leading cause of severe visual impairment in the elderly, and the number of affected persons steadily increases as a consequence of demographic changes [1]. Late stage AMD can be classified in a dry and a wet form, representing atrophic and neovascular processes, respectively. Wet AMD can be treated with intravitreal injections of anti-vascular endothelial growth factor (VEGF) medication, while no established treatment options exist for the dry form [2]. The pathogenesis of AMD is characterized by the early presence of drusen, damage of the retinal pigment epithelium (RPE) and photoreceptor layer primarily affecting the macular region and a chronic inflammatory response in the retina leading to the expression of pro-inflammatory and pro-angiogenic factors [2]. This immunological response in the retina can be regarded as para-inflammation and involves the reactivity of microglial cells [3–5].

Microglial cells are the tissue macrophages of the central nervous system (CNS), including the retina. In the healthy adult retina, they are located in the plexiform layers from where they permanently scan the retinal environment with their motile protrusions [6]. The expression of several receptors that are specific for the binding of chemokines, cytokines, complement factors, antibodies, or damage-associated molecular patterns enables these cells to recognize and immediately respond to pathological changes of their environment [7–9]. Besides their supportive function in the healthy retina, microglia reactivity and age-related changes of microglia physiology contribute to degenerative pathologies of the retina and the entire CNS [3, 4, 8, 10–17]. A large number of amoeboid shaped reactive microglia are detectable in the degenerating photoreceptor layer of AMD and retinitis pigmentosa retinas [4]. These cells contain phagocytosed rhodopsin-positive particles [4], and a recent report demonstrated that microglia do not only phagocytose dead cells but also take up living rods in a mouse model for retinitis pigmentosa [13]. Therefore, microglial activation cannot be just regarded as a bystander effect but rather actively contributes to photoreceptor cell death during retinal degeneration.

Because of these findings, substances that modulate microglial reactivity such as minocycline are good candidates to prevent inflammation and dampen degenerative processes in the retina. Minocycline is a second-generation semi-synthetic tetracycline analog, which is used against Gram-positive and Gram-negative bacteria for over 30 years. Besides its bacteriostatic capacity, minocycline exerts anti-inflammatory, anti-apoptotic, and neuroprotective effects in experimental models of Parkinson’s disease [18], multiple sclerosis [19–22], neuropathic pain [16], Alzheimer’s disease [23, 24], and in a genetic mouse model of retinitis pigmentosa [25].

In this study, we addressed the questions how minocycline modulates microglial reactivity in vitro and whether it protects from acute white light-induced retinal degeneration in the mouse. We selected white light exposure as it is an environmental risk factor that mimics several features of AMD in rodents including degeneration of photoreceptors and the retinal pigment epithelium [26–28]. This model is also very useful for a temporal correlation of microglial responses with processes of retinal degeneration and RPE dysfunction [29–31].

## Methods

### Reagents

Minocycline hydrochloride (M9511), *Escherichia coli* 0111:B4 lipopolysaccharide (LPS), and Z-Leu-Leu-Leu-al (MG-132) were purchased from Sigma-Aldrich (St. Louis, MO, USA).

### Cell culture

BV-2 microglia were cultured in RPMI1640 with 5 % fetal calf serum (FCS) supplemented with 2 mM l-glutamine, 1 % penicillin/streptomycin, and 195 nM β-mercaptoethanol at 37 °C in a humidified atmosphere of 5 % CO_2_, as described previously [32, 33]. BV-2 cells were pre-incubated for 30 min with 50 μg/ml minocycline or NaCl as vehicle control. Afterwards, the cells were stimulated with 50 ng/ml LPS, 50 μg/ml minocycline, or 50 ng/ml LPS plus 50 μg/ml minocycline for 24 h. After stimulation, cells or supernatant were harvested for further analysis. 661W photoreceptor-like cells were a kind gift from Prof. Muayyad Al-Ubaidi (Department of Cell Biology, University of Oklahoma Health Sciences Center, Oklahoma City, OK, USA). 661W photoreceptor cells were cultured with Dulbecco’s modified Eagle’s medium (DMEM), high glucose with l-glutamine, supplemented with 10 % FCS and 1 % penicillin/streptomycin. Cultures were maintained in a sterile humidified environment at 37 °C and 5 % CO_2_ as described elsewhere [34].

### RNA isolation and reverse transcription

Total RNA was extracted from cultured BV-2 microglia or murine retinas using the NucleoSpin® RNA Mini Kit (Macherey-Nagel, Dueren, Germany). RNA was quantified spectrophotometrically with a NanoDrop 2000 (Thermo Scientific). First-strand complementary DNA (cDNA) synthesis was carried out with the Revert Aid H Minus First-strand cDNA Synthesis Kit (Fermentas, K1632).

### Real-time RT-PCR

cDNA (25 ng) were amplified in a 10-μl reaction mixture consisting of 5 μl Fast Start Universal Probe Master (Rox) (Roche), 2 μl of primers (10 μM), 0.375 μl purified water, and 0.125 μl of dual-labeled Universal ProbeLibrary (UPL) probe (Roche Applied Science, Basel, Switzerland) with an Applied Biosystems 7900 HT Fast Real-time PCR system (Applied Biosystems, Carlsbad, CA, USA). The following reaction parameters were used: 10 min 95 °C hold, followed by 40 cycles of 15 s 95 °C melt, and 1 min 60 °C anneal/extension. Primer sequences and UPL probe numbers were as follows: CD68, forward primer 5′-ctctctaaggctacaggctgct-3′, reverse primer 5′-tcacggttgcaagagaaaca-3′, probe #27; activated microglia/macrophage whey acidic protein (AMWAP), forward primer 5′-tttgatcactgtggggatga-3′, reverse primer 5′-acactttctggtgaaggcttg-3′, probe #1; translocator protein (TSPO), forward primer 5′-actgtattcagccatggggta-3′, reverse primer 5′-accatagcgtcctctgtgaaa-3′, probe #33; IL6, forward primer 5′-gatggatgctaccaaactggat-3′, reverse primer 5′-ccaggtagctatggtactccaga-3′, probe #6; inducible nitric oxide synthase (iNOS), forward primer 5′-ctttgccacggacgagac-3′, reverse primer 5′-tcattgtactctgagggctga-3′, probe #13; CCL2, forward primer 5′-catccacgtgttggctca-3′, reverse primer 5′-gatcatcttgctggtgaatgagt-3′, probe #62; CASP8, forward primer 5′-tgaacaatgagatccccaaat-3′, reverse primer 5′-caaaaatttcaagcaggctca-3′, probe #11; and ATP5B, forward primer 5′-ggcacaatgcaggaaagg-3′, reverse primer 5′-tcagcaggcacatagatagcc-3′, probe #77. Measurements were performed in triplicates. ATP5B expression was used as reference gene and results were analyzed with the ABI sequence detector software version 2.4 using the ΔΔCt method for relative quantification.

### RNA-sequencing and bioinformatic data analysis

Library preparation and RNA-seq were carried out as described in the Illumina TruSeq Stranded mRNA Sample Preparation Guide, the Illumina HiSeq 1000 System User Guide (Illumina, Inc., San Diego, CA, USA), and the KAPA Library Quantification Kit—Illumina/ABI Prism User Guide (Kapa Biosystems, Inc., Woburn, MA, USA). In brief, 300 ng of total RNA was used for purifying the poly-A containing messenger RNA (mRNA) molecules using poly-T oligo-attached magnetic beads. Following purification, the mRNA was fragmented to an average insert size of 200–400 bases using divalent cations under elevated temperature (94 °C for 4 min). The cleaved RNA fragments were copied into first-strand cDNA using reverse transcriptase and random primers. Strand specificity was achieved by replacing dTTP with dUTP in the Second Strand Marking Mix (SMM), followed by second-strand cDNA synthesis using DNA Polymerase I and RNase H. The incorporation of dUTP in second-strand synthesis quenches the second strand during amplification, because the polymerase used in the assay is not incorporated past this nucleotide. The addition of Actinomycin D to First Stand Synthesis Act D mix (FSA) prevents spurious DNA-dependent synthesis, while allowing RNA-dependent synthesis, improving strand specificity. These cDNA fragments then had the addition of a single “A” base and subsequent ligation of the adapter. The products were purified and enriched with PCR to create the final cDNA library. The libraries were quantified using the KAPA SYBR FAST ABI Prism Library Quantification Kit. Equimolar amounts of each library were used for cluster generation on the cBot (TruSeq SR Cluster Kit v3). The sequencing run was performed on a HiSeq 1000 instrument using the indexed, 50 cycles single read (SR) protocol and the TruSeq SBS v3 Kit. Image analysis and base calling resulted in .bcl files, which were converted into .fastq files by the CASAVA1.8.2 software. Library preparation and RNA-seq were performed at the service facility “KFB—Center of Excellence for Fluorescent Bioanalytics” (Regensburg, Germany).

The RNA express workflow on Illumina BaseSpace was used to determine differential gene expression in two biological replicates of control retinas, light-exposed retinas, and light-exposed retinas treated with minocycline, respectively. In brief, alignment of RNA-seq reads to the mouse UCSC mm10 genome and mapping to genes was performed with STAR aligner [35]. Differential gene expression between the two biological replicates each was calculated with DESeq2 [36]. The cutoff of genes considered to be differentially expressed was a log2 fold change of ≥2 or ≤−2.

Integrative analysis of genome-wide expression activities was performed with the Gene Expression Dynamics Inspector (GEDI), a Matlab (Mathworks, Natick, MA) freeware program which uses self-organizing maps (SOMs) to translate high-dimensional data into a 2D mosaic [37]. Each tile of the mosaic represents an individual SOM cluster and is color-coded to represent high or low expression of the cluster’s genes, thus identifying the underlying pattern.

The RNA-seq raw data and normalized DESeq2 counts of this study are publicly available at the National Center for Biotechnology Information Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) as series record GSE71025.

### Nitrite measurement

Nitric oxide concentrations were determined by measurement of nitrite released into BV-2 culture supernatants using the Griess reagent system (Promega). Fifty-microliter cell culture supernatants from differentially stimulated BV-2 cells were incubated with 100 μl Griess reagent in each well of a translucent 96-well plate. After incubation for 30 min at room temperature, absorbance was measured at 540 nm on an Infinite F200 Pro plate reader (Tecan). Nitrite concentrations were calculated on the basis of a sodium nitrite reference curve.

### 661 W photoreceptor apoptosis assay

To investigate microglial neurotoxicity and to assess whether minocycline also has direct effect on photoreceptors, 661W cells were incubated for 48 h with culture supernatants from differentially stimulated BV-2 cells or culture supernatants supplemented with minocycline. Apoptotic cell death was determined using the Caspase-Glo® 3/7 Assay (Promega). Cells were lysed and incubated with a luminogenic caspase-3/7 substrate, which contains the tetrapeptide sequence DEVD. After incubation at room temperature for 1 h, the generated luminescence was measured on an Infinite F200 Pro plate reader (Tecan). A blank reaction without cells was used to determine background luminescence associated with the cell culture system and Caspase-Glo® 3/7 reagent. The values of the blank reactions were subtracted from all experimental values. Negative control reactions were performed to determine the basal caspase activity of 661 W cells. Relative luciferase units (RLU) reflect the level of apoptotic cell death.

### Animals

All experiments were performed with 10–14-weeks-old albino BALB/cJ mice of both sexes. Animals were housed in an air-conditioned environment with 12-h light-dark schedule and had free access to water and food. All experimental procedures complied with the German law on animal protection and the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. The animal protocols used in this study were reviewed and approved by the governmental body responsible for animal welfare in the state of Nordrhein-Westfalen (Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen, Germany) (reference number 84-02.04.2015-A039).

### Minocycline administration

The mice received intraperitoneal injections of minocycline at a dose of 45 mg/kg or NaCl as solvent control where indicated twice daily for the first two days, starting one day before the light exposure and once daily for the remaining days.

### Light exposure regimen

BALB/cJ mice were dark-adapted for 16 h before light exposure. After pupil dilatation with 1 % Phenylephrin and 2.5 % Tropicamid under dim red light, the mice were exposed to bright white light with an intensity of 15.000 lx for 1 h. After light exposure, the animals were housed in dark-reared conditions overnight and then maintained under normal light conditions for the remaining experimental period.

### Immunohistochemistry

Eyes were harvested for immunohistochemical analysis 4 days after light exposure. After fixation with 4 % paraformaldehyde, eyes were embedded in optimal cutting temperature (OCT) compound or dissected for retinal flat mount analysis. Sixteen-micrometer sections were rehydrated with PBS and blocked with dried milk solution. Flat mounts were incubated with 5 % Tween, 5 % Triton-X100 in PBS overnight and non-specific binding was blocked by incubation with dried milk solution. Subsequently, retinal sections and flat mounts were incubated with primary antibodies at 4 °C overnight. Primary antibodies targeting the following molecules were used: rabbit anti-Iba1 antibody (Wako Chemicals, Neuss, Germany), rabbit anti-TSPO antibody (Abcam, Cambridge, UK), and rabbit anti-Glial Fibrillary Acidic Protein (G9269, Sigma). After a washing step, the sections and flat mounts were incubated with a secondary antibody either conjugated to Alexa488 (green) or Alexa594 (red) (Jackson Immuno-Research, West Grove, PA, USA) for 1 h. After counterstaining with 4',6-diamidino-2-phenylindole (DAPI), the samples were mounted in DAKO fluorescent mounting medium (Dako Deutschland GmbH, Hamburg, Germany) and analyzed with an Axioskop2 MOT Plus Apotome microscope (Carl Zeiss).

### Optical coherence tomography (OCT)

Animals were anesthetized by intraperitoneal injection of Rompun (10 mg/kg body weight)-Ketavet (100 mg/kg body weight), and their pupils were dilated with Phenylephrine HCl (0.25 %)-Tropicamide (0.05 %) before image acquisition. Spectral-domain OCT (SD-OCT) was performed on both eyes with a Spectralis™ HRA + OCT device (Heidelberg Engineering) to investigate structural changes in the retina after light exposure and minocycline administration. Thickness measurements were performed with a circular ring scan (circle diameter 1, 3, 6 ETDRS), centered on the optic nerve head, which represents the average retinal thickness [μm] in a certain field. Central retinal thickness was calculated from four fields around the optic nerve head using the Heidelberg Eye Explorer Software.

### Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay

Retinal sections were labeled with an in situ cell death detection kit, Fluorescein (Roche) to detect the amount of apoptotic cells 4 days after light exposure. For a better overview, the sections were also counterstained with DAPI for 10 min. After a washing procedure, sections were mounted in DAKO fluorescent mounting medium (Dako Deutschland GmbH, Hamburg, Germany) and analyzed with an Axioskop2 MOT Plus Apotome microscope (Carl Zeiss).

### Statistical analysis

Nitrite secretion, caspase 3/7 activities, and real-time RT-PCR data from BV-2 cells were analyzed with one-way ANOVA and Bonferroni’s multiple comparison tests. Real-time RT-PCR data of murine retinas and OCT measurements of retinal thickness were analyzed using a one-way ANOVA and Dunnett’s multiple comparison tests. *p* < 0.05 was considered statistically significant.

## Results

### Minocycline dampens the pro-inflammatory response and neurotoxic potential of microglia and promotes photoreceptor survival in vitro

We first investigated whether minocycline treatment affects reactivity and neurotoxicity of BV-2 microglial cells. Gene expression of the chemoattractant protein CCL2, the pro-inflammatory cytokine IL6, and iNOS, which catalyzes the generation of toxic nitric oxide (NO), were analyzed in LPS-activated BV-2 cells that were treated with minocycline for 6 and 24 h, respectively. Minocycline significantly dampened LPS-induced gene expression of CCL2 (Fig. 1a, *p* < 0.0001 for LPS versus minocycline + LPS treatment), IL6 (Fig. 1b, *p* = 0.002 for LPS versus minocycline + LPS treatment), and iNOS (Fig. 1c, *p* < 0.0001 for LPS versus minocycline + LPS treatment) in a short-term setting of 6-h incubation. Minocycline also decreased mRNA expression of these three genes after a 24-h treatment period (Fig. 1d–f), but the level of significance was only reached for iNOS (Fig. 1f, *p* < 0.0001 for LPS versus minocycline + LPS treatment). These findings indicate that minocycline action on microglia is a relatively rapid process and very likely interferes with immediate/early mechanisms of pro-inflammatory activation.

**Fig. 1:**
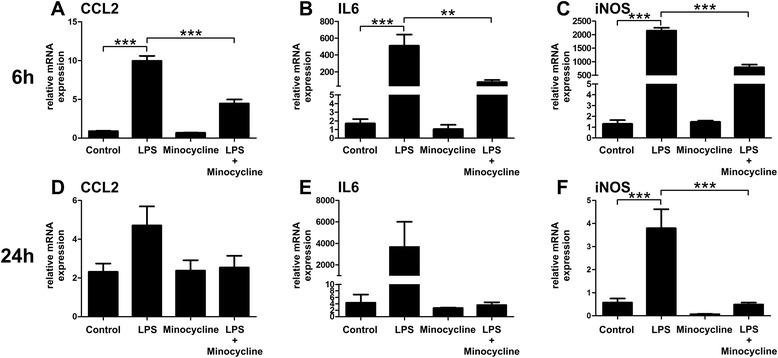
Minocycline dampens pro-inflammatory gene transcription in microglia. BV-2 microglial cells were pre-treated with 50 μg/ml minocycline or NaCl as a vehicle control for 30 min. The cells were then further stimulated with either 50 μg/ml minocycline, 50 ng/ml LPS, or a combination of both. Six hours (**a**–**c**) and 24 h (**d**–**f**) later transcript levels of the pro-inflammatory marker genes CCL2 (**a**, **d**), IL6 (**b**, **e**), and iNOS (**c**, **f**) were determined by quantitative real-time PCR. Data show mean ± SEM out of three independent experiments (*n* = 5/group, measured in triplicates) with *p < 0.05, **p < 0.01, ***p < 0.001

Since iNOS levels were also significantly inhibited by minocycline in the longer incubation experiment, we determined the amount of nitric oxide produced by BV-2 cells after stimulation with LPS, minocycline, and both compounds together after 24 h. LPS-treated microglial cells stimulated with minocycline released significantly less nitric oxide compared to cells that were stimulated with LPS alone (Fig. 2a, *p* < 0.0001), indicating that minocycline may reduce microglial neurotoxicity.

**Fig. 2:**
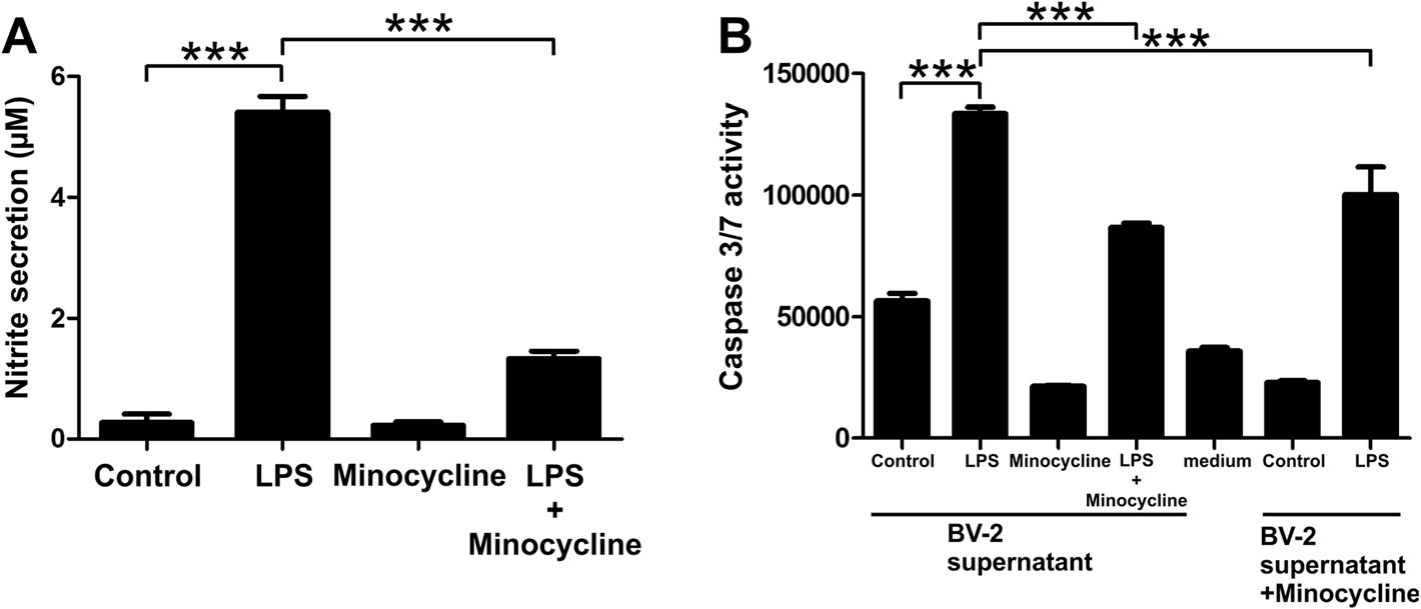
Minocycline stimulation dampens microglial NO production and reduces their neurotoxic potential on 661W photoreceptors. BV-2 cells were pre-treated with 50 μg/ml minocycline or NaCl for 30 min. The cells were then further stimulated with either 50 μg/ml minocycline, 50 ng/ml LPS, or a combination of both. **a** Twenty-four hours later, the nitric oxide production was determined by Griess reaction which detects the amount of nitrite in the cell culture supernatant. Data show mean ± SEM (*n* = 3/group, measured in triplicates). **b** To determine the neurotoxic potential of microglia, the cell culture supernatant of the differentially treated microglial cells was transferred to 661W photoreceptor cells. Furthermore, cell culture supernatant of untreated and LPS-stimulated BV-2 cells supplemented with minocycline was transferred to 661W photoreceptor cells to test whether minocycline may have a direct neuroprotective effect. After 48 h of incubation with microglia conditioned-medium, apoptotic cell death was analyzed by caspase 3/7 activity measurements. Data show mean ± SEM (*n* = 3/group, measured in duplicates) with *p < 0.05, **p < 0.01, ***p < 0.001

Using an apoptosis assay of 661W photoreceptor-like cells treated with microglia-conditioned medium with or without additional minocycline supplementation, we tested whether minocycline can reduce microglial neurotoxicity and possibly exert direct beneficial effects on photoreceptor survival. The supernatant from LPS-stimulated microglia significantly increased caspase 3/7 activity in 661 W cells as a biomarker of cell death (Fig. 2b, *p* < 0.0001 for LPS versus control treatment). In contrast, conditioned medium from LPS-treated BV-2 cells that were co-stimulated with minocycline induced significantly lower caspase 3/7 levels in 661 W cells (Fig. 2b, left part, *p* < 0.0001 for LPS versus minocycline + LPS supernatant treatment). Furthermore, treatment of 661W photoreceptors with supernatant from LPS-treated BV-2 cells that was supplemented with minocycline also reduced caspase 3/7 levels (Fig. 2b, right part, *p* < 0.001 for LPS versus LPS supernatant + minocycline supplement). Thus, minocycline reduced the levels of secreted neurotoxic and pro-apoptotic molecules from microglia but also exerted direct survival-promoting effects on photoreceptors that were challenged with reactive microglia-supernatants.

### Minocycline prevents microglia reactivity in retinas exposed to acute white light

To test the effects of minocycline on microglial responses in the damaged retina in vivo, we selected the murine model of acute light-induced degeneration. This model mimics several features of AMD including immune activation and apoptosis of photoreceptor cells. After 16 h of dark adaptation, BALB/cJ mice were exposed to white light with an intensity of 15.000 lux for 1 h. The mice received daily intraperitoneal injections of 45 mg/kg minocycline, starting 1 day before the light exposure for five consecutive days. The first 2 days, the mice received two injections per day and then once daily for the remaining 3 days (Fig. 3, top, schematic drawing). Four days after light exposure, the effect of minocycline administration was analyzed by staining of retinal sections and flat mounts with markers for reactive gliosis. In control animals, retinal immunolabeling with the marker Iba1 showed ramified microglia in the plexiform layers as expected (Fig. 3a). Light exposure caused a severe thinning of the outer nuclear layer and many amoeboid shaped microglia appeared in the degenerating photoreceptor layer and the subretinal area (Fig. 3b). This prominent degeneration of photoreceptors and accumulation of microglia in the outer retina was not detectable in retinas of mice treated with minocycline (Fig. 3c). To better analyze the microglial network and localization, retinal flat mounts were stained with Iba1. In contrast to healthy controls, where microglial cells are absent in the outer retina, retinal flat mounts from light-exposed mice showed high numbers of amoeboid shaped microglia in the subretinal area (Fig. 3d, e). Treatment with minocycline clearly prevented migration of many microglia to the subretinal area, and the cells in this region had a more ramified morphology (Fig. 3f).

**Fig. 3:**
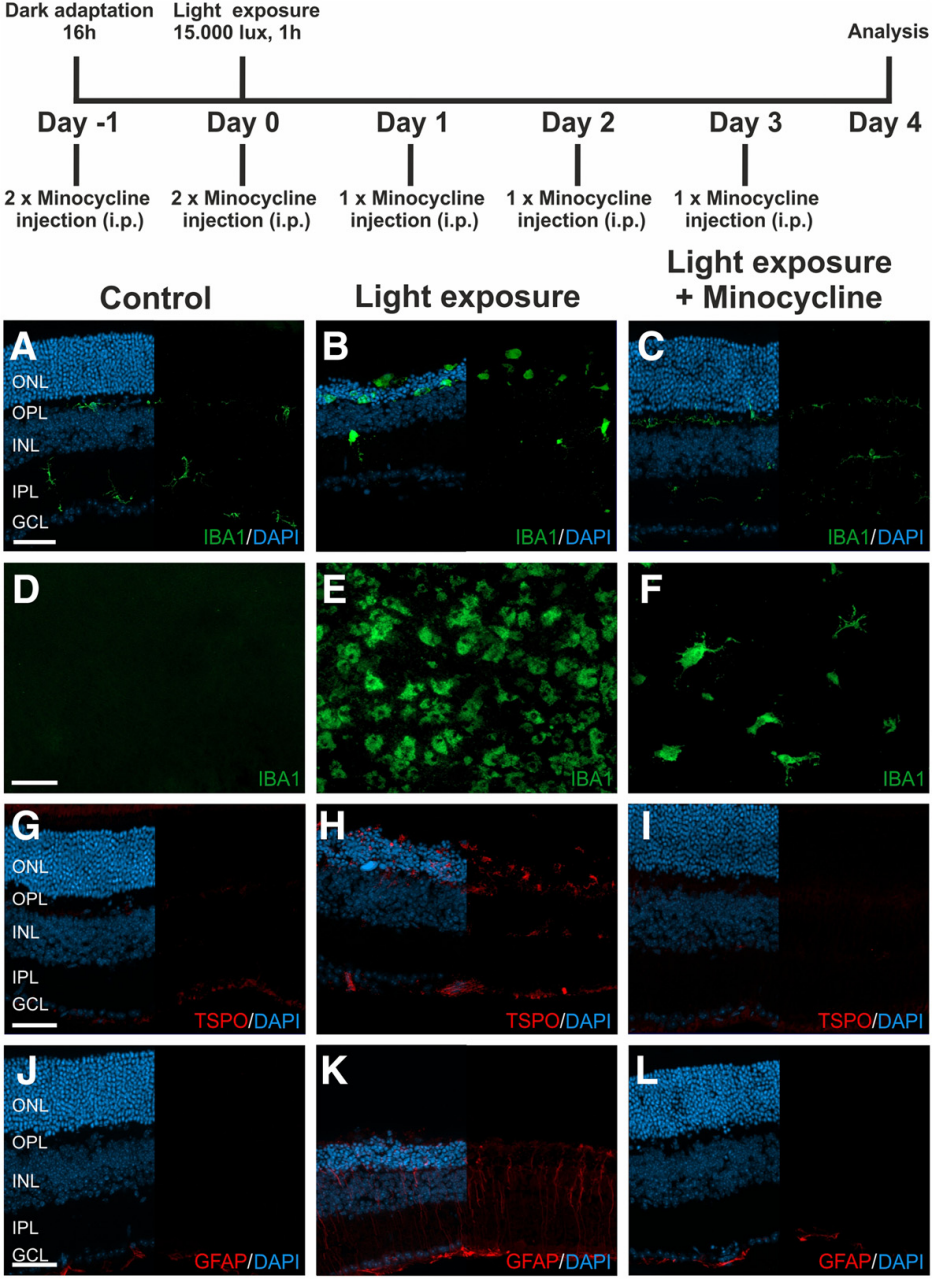
Treatment of light-exposed mice with minocycline blocks microglia reactivity and Müller cell gliosis. Of both sexes, 10- to 14-week-old BALB/c mice were dark-adapted for 16 h. After pupil dilatation, the mice were exposed to bright white light with an intensity of 15.000 lux for 1 hour. The mice received intraperitoneal injections of minocycline at a dose of 45 mg/kg body weight twice daily for the first 2 days, starting 1 day before the light exposure and once daily for the remaining 3 days. Four days after the light exposure OCT, immunohistochemical stainings, real-time RT-PCR analysis, and RNA sequencing were performed to determine the in vivo effects of minocycline treatment (schematic drawing). Representative photomicrographs show retinal sections (**a**–**c**) and flat mounts (**d**–**f**) stained with Iba1 (*green*), TSPO (*red*) (**g**–**i**), and GFAP (*red*) (**j**–**l**). In control retinas, microglial cells were located in the OPL, IPL, and GCL (**a**, **d**); low levels of TSPO were only observable in the GCL (**g**); and signs for Müller cell gliosis were not detectable (**j**). **b**, **e**, **h**, and **k** Photomicrographs of light-exposed mice showed a massive thinning of the ONL and an increased number of amoeboid shaped, reactive microglia in the ONL, and the subretinal space (**b**, **e**). **h** A strong up-regulation of TSPO expression was detectable in microglia. **k** Up-regulation of GFAP indicates Müller cell gliosis. **c**, **f**, **i**, and **l** Representative photomicrographs of minocycline-treated mice 4 days after light exposure. Compared to untreated controls, the ONL of minocycline-treated mice appeared markedly preserved and less microglia were detectable in the ONL and the subretinal space (**c**, **f**). **i** Microglial cells were negative for TSPO expression. **l** GFAP expression was only detectable in astrocytes, indicating a lack of reactive Müller cells. *TSPO* translocator protein, *GFAP* glial fibrillary acid protein, *ONL* outer nuclear layer, *OPL* outer plexiform layer, *INL* inner nuclear layer, *IPL* inner plexiform layer, *GCL* ganglion cell layer. Scale bar 50 μm

To better characterize the reactive phenotype of glia cells, the expression of the activation markers TSPO for microglia and glial fibrillary acid protein (GFAP) for Müller cells and astrocytes were analyzed. Exposure to light initiated a strong increase in TSPO expression, especially confined to outer retinal microglia (Fig. 3h). In contrast, administration of minocycline strongly reduced TSPO expression, indicating a less reactive microglia phenotype (Fig. 3i). Expression of GFAP in Müller cells and astrocytes of retinas exposed to light was also increased compared to controls (Fig. 3j, k), whereas minocycline-treated animals displayed only weak GFAP staining (Fig. 3l). These findings indicate that the reactive gliosis elicited by acute light damage can be significantly suppressed by minocycline treatment.

### Minocycline counter-regulates pro-inflammatory gene expression in retinal degeneration

In addition to these in situ analyses of retinas, we investigated whether mRNA levels of microglia-related pro-inflammatory marker genes were influenced by minocycline administration in vivo. CD68, AMWAP, and TSPO are markers that are associated with microglia proliferation and reactivity [38–41]. Four days after light exposure all three markers were clearly up-regulated in the retina, with especially high induction levels of CD68 and AMWAP (Fig. 4a–c). In mice treated with minocycline, the expression of CD68 (Fig. 4a, *p* = 0.0002) and AMWAP (Fig. 4b, *p* = 0.007) were significantly suppressed and mRNA levels of TSPO were reduced (Fig. 4c, *p* = 0.057). Furthermore, transcripts that reflect the activation of key microglial pathways including chemotaxis, pro-inflammatory cytokines, and radical production were analyzed. In retinas of light exposed mice that were treated with minocycline, mRNA levels of the chemotactic molecule CCL2 were significantly decreased compared to untreated animals (Fig. 4d, *p* < 0.0001). The expression of IL6 was also elevated after exposure to light and returned to baseline in the minocycline administration group (Fig. 4e). In contrast to our in vitro data, no significant differences in iNOS expression were detectable after light exposure or minocycline treatment after the 4-day period (Fig. 4f). This suggests that minocycline also exerts microglia-related anti-inflammatory effects in vivo in the retina.

**Fig. 4:**
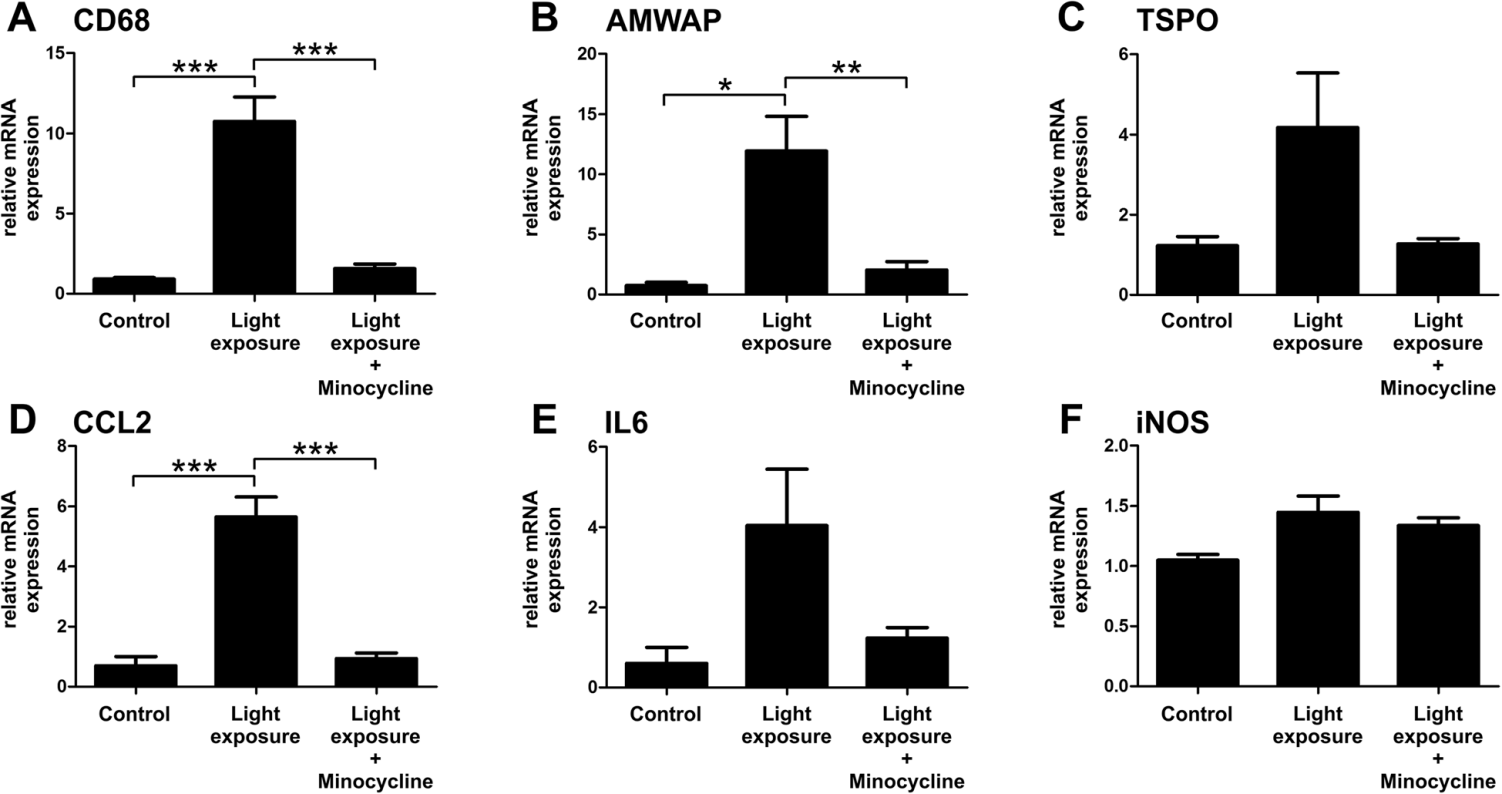
Minocycline treatment dampens microglia-related pro-inflammatory marker expression after light exposure. To determine the mRNA expression of inflammation associated genes in the retina, qRT-PCR analysis were performed 4 days after light exposure. **a**–**c** The microglia activation markers CD68 and AMWAP were significantly up-regulated after light exposure, and TSPO levels were also increased. In contrast, retinas from minocycline-treated mice expressed significantly less CD68 and AMWAP transcripts and also reduced mRNA levels of TSPO. **d** Minocycline treatment reduced the expression of CCL2 that was significantly elevated by light exposure. **e** IL6 was enhanced by light exposure, which was reversed in the minocycline administration group. **f** iNOS expression was not significantly altered. Data show mean ± SEM (control *n* = 4, light exposure *n* = 4, light exposure and minocycline treatment *n* = 5/group, measured in triplicates) with *p < 0.05, **p < 0.01, ***p < 0.001

### Minocycline dampens early microglia responses to acute white light

Analysis 4 days after light exposure revealed that minocycline reduced the number of activated microglial cells and impaired their pro-inflammatory gene transcription. We next studied whether minocycline also affects early microglia responses at time points that lack overt cell death as trigger for migration and reactivity. Furthermore, we included a vehicle-treated control group in these experiments to exclude potentially protective stress-related effects. One day after light exposure retinal sections from control, vehicle- or minocycline-treated mice were stained with Iba1. Ramified microglia were present in the plexiform layers and the ganglion cell layer of control animals (Fig. 5a). In contrast, retinas from light-exposed and vehicle-treated mice revealed many amoeboid shaped microglia in the outer nuclear layer (ONL), which did not show structural changes at this early time point after light challenge (Fig. 5b). Minocycline treatment completely prevented this early microglia migration into the ONL (Fig. 5c).

**Fig. 5:**
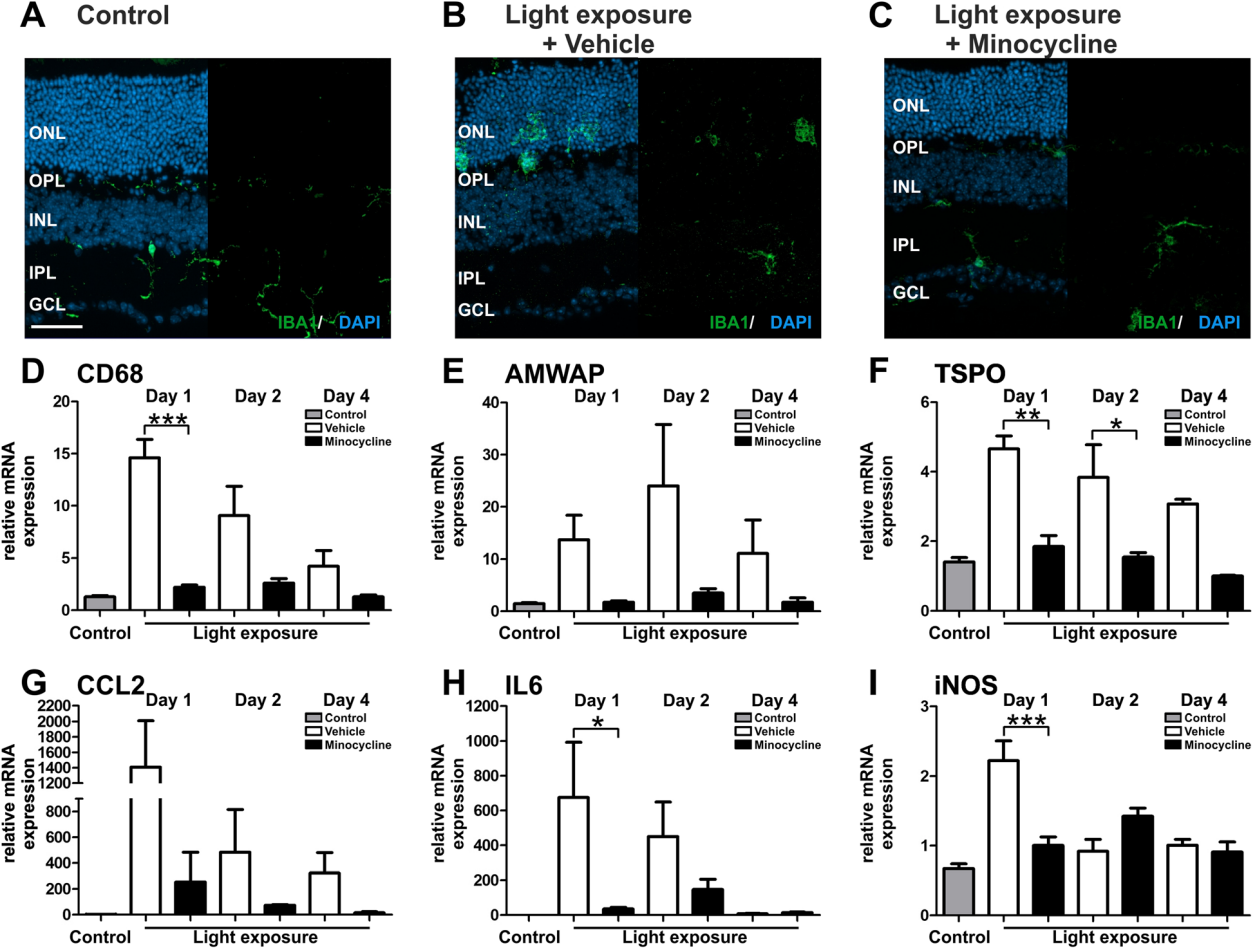
Minocycline suppresses early microglial activation after exposure to bright white light. Representative photomicrographs show retinal sections (**a**–**c**) stained with Iba1 (*green*) of control, vehicle- or minocycline-treated mice 1 day after light exposure. In healthy controls, microglial cells are only located in the plexiform layers and GCL (**a**). Images of light-exposed vehicle-treated mice show amoeboid microglia located in the ONL, whereas retinal structures appear unaffected 1 day after light exposure (**b**). Compared to vehicle-treated mice, amoeboid, reactive microglia are absent in the ONL of mice treated with minocycline (**c**). *ONL* outer nuclear layer, *OPL* outer plexiform layer, *INL* inner nuclear layer, *IPL* inner plexiform layer, *GCL* ganglion cell layer. Scale bar 50 μm. Data show representative photomicrographs (control *n* = 6, light exposure and vehicle treatment *n* = 3, light exposure and minocycline treatment *n* = 3/group). Retinal mRNA expression of microglia and inflammation-associated genes were determined by real-time RT-PCR at 1, 2, or 4 days after light exposure (**d**–**i**). Compared to controls, the microglial-associated markers CD68, AMWAP, and TSPO were markedly increased in vehicle-treated mice peaking 1 day after light exposure. Expression levels in minocycline-treated mice were lower at every analyzed time point (**d**–**f**). CCL2 was induced in light-exposed vehicle-treated mice, which was suppressed in the minocycline-treated group (**g**). Minocycline treatment also significantly reduced the expression of IL6 and iNOS, which was strongly upregulated in the vehicle-treated group (**h**, **i**). Data show mean ± SEM (control *n* = 6, light exposure and vehicle treatment *n* = 3, light exposure and minocycline treatment *n* = 3/group, measured in triplicates) with *p < 0.05, **p < 0.01, ***p < 0.001

We next also analyzed the mRNA expression of microglia-associated markers in a time kinetic experiment. Light exposure enhanced the expression of the CD68, AMWAP, and TSPO in vehicle-treated mice already 1 day after exposure to white light (Fig. 5d–f). Minocycline administration dampened the expression of these genes at every analyzed time point and reached statistical significance for CD68 (Fig. 5d, vehicle versus control *p* < 0.0001, vehicle versus minocycline *p* = 0.0001 1 day after light exposure) and TSPO (Fig. 5f, vehicle versus control *p* = < 0.0001, vehicle versus minocycline *p* = 0.0018 1 day after light exposure, and vehicle versus minocycline *p* = 0.0113 2 days after light exposure). The migration marker CCL2 was strongly up-regulated in light-exposed vehicle controls, reaching statistical significance 1 day after light exposure (control versus vehicle *p* = 0.0046). Minocycline-treated mice expressed lower CCL2 at every analyzed time point. Furthermore, minocycline also significantly reduced the expression of IL6, which was strongly upregulated in the vehicle-treated group (Fig. 5h, control versus vehicle *p* = 0.0082, vehicle versus minocycline *p* = 0.0371 1 day after light exposure). In contrast to our previous analysis after 4 days (Fig. 4f), iNOS was induced 1 day after light exposure in vehicle controls and was significantly reduced in the minocycline administration group (Fig. 5i, control versus vehicle *p* < 0.0001, vehicle versus minocycline *p* = 0.0004 1 day after light exposure).

In a small pilot experiment, we further explored whether microglia may be even earlier alarmed in the light damage condition. Indeed, ramified microglia projected their long protrusions reaching through the ONL already 4 h after light exposure (Additional file 1: Figure S1A, B). mRNA analysis in these retinas clearly showed increased expression of CCL2, IL6, and CD68 in the absence of changes in caspase 8 levels (Additional file 1: Figure S1C–F). Therefore, we conclude that microglial activation is an early event after light exposure that is not only triggered by dead cells and that minocycline is very effective in attenuating this process.

### Minocycline exerts global anti-inflammatory effects on the retinal transcriptome

We then asked whether minocycline treatment has a global effect on gene expression in the light exposure model of retinal degeneration. RNA-sequencing analysis with two biological replicates was performed on total retinal RNA isolated from control mice, from animals after light exposure, and from light-exposed animals that received minocycline. 

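The RNA-seq data set held 6 libraries, 2 biological replicates of each group. The paper describes BALB/cJ mice, light of 15000 lux for 1 h, a minocycline dose of 45 mg/kg given for 5 days with additional injections on the first days, and RNA from a NucleoSpin kit. The sample labels give the same dose and duration of light, but the strain CD1, a light intensity of 10000 lux, minocycline for 4 days, and the RNeasy kit. Both sources place the analysis 4 days after light exposure. The authors aligned the single reads of the stranded mRNA libraries to the mm10 mouse genome with STAR and assigned them to genes within RNA Express. The data statement calls the deposited values normalized DESeq2 counts. The values were whole numbers without scaling for 23420 genes, and their means after division by DESeq2 size factors lay within 1% of the mean count printed for every gene of Table S1 and Table S2. Both minocycline columns carry the same header, so these libraries have no replicate number and are called minocycline A and minocycline B. Total counts were 15205930 in control 1, 15246937 in control 2, 15908907 in light-exposed replicate 1 and 18875611 in light-exposed replicate 2. They were 22856922 in minocycline A and 19629429 in minocycline B. Between 16594 and 17421 genes had at least 1 count in a library. A gene without counts could reach 3 counts by chance, a limit of 0.131 CPM in minocycline A to 0.214 CPM in control 1, where CPM is the count scaled by TMM-adjusted library size. This limit covers counting error only, since sequenced PCR copies are not independent molecules. Control 1 held 77778 counts of Xist, a transcript of female cells, and 11 counts of the 4 Y-linked genes examined. The other libraries held 25 to 188 counts of Xist and 6532 to 12858 counts of the Y-linked genes. The counts of each pair of groups were compared with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts (filterByExpr), with Benjamini-Hochberg adjustment. A gene was called when its adjusted p was under 0.05 and its log2 fold change at least 2 in either direction, the cutoff of the paper's methods. In simulated counts with 200 genes changed by a log2 fold change of 3, 97.5% to 99.5% of the changed genes were called across the 3 pairs of groups. Between 2 and 5 unchanged genes were called there. The changed genes were picked at random above a minimum mean count, without regard to their spread between replicates. The share called there thus does not show that genes not called in the data were unchanged.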

We first used the Gene Expression Dynamics Inspector (GEDI) to determine the global patterns of gene expression in the three different conditions. GEDI is based on self-organizing maps to identify genome-wide transcriptome activity via “gestalt” recognition [37]. GEDI is sample-oriented rather than gene-oriented, which allows the identification of genome-wide patterns. Each mosaic tile in the GEDI map represents a gene cluster that is expressed at similar levels, with blue color indicating a low level and red corresponding to high expression. The three GEDI maps show a highly dynamic regulation of gene expression in light-exposed and minocycline-treated retinas compared to control (Fig. 6a). 

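Global patterns were compared here through distances between the libraries, as GEDI was not used here. Over 14713 genes, the Pearson correlation of log2 CPM between replicates was 0.982 in control, 0.981 in light-exposed and 0.982 in minocycline-treated retinas. These correlations are across genes, which are not independent replicates. A difference of at least 4-fold separated 55 genes between the control replicates, 60 between the light-exposed replicates and 77 between the minocycline libraries. The corresponding number was 326 to 687 genes for the 4 pairs of a control and a light-exposed library. It was 240 to 635 genes between light-exposed and minocycline libraries, and 152 to 295 between control and minocycline libraries. The first principal component held 54.4% of the variance and placed the controls at -35.9 and -33.1, light-exposed replicates 1 and 2 at 36.6 and 73.7, and minocycline A and B at -11.3 and -30.0. On this axis, the distance between the light-exposed replicates exceeded that between either other pair of replicates. The second component held 22.6% of the variance, with the controls at 21.4 and 35.8, the light-exposed replicates at 10.1 and 0.77, and minocycline A and B at -27.8 and -40.3.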

Light exposure initiated the formation of a prominent red cluster band that was nearly reversed by minocycline treatment (Fig. 6a). 

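The 2000 genes with the largest variance were grouped by k-means on standardized log2 CPM, with 6 clusters. A pair of clusters with 806 and 347 genes, 57.7% of the genes, had both light-exposed replicates above the other 4 libraries in the mean over their genes. In the cluster of 806 genes, the mean standardized value was 0.703 and 1.57 in light-exposed replicates 1 and 2, -0.672 and -0.647 in the controls, and -0.309 and -0.644 in minocycline A and B. Its median log2 ratio to control was 1.79 after light and 0.24 after light with minocycline. In the cluster of 347 genes, light-exposed replicates 1 and 2 lay at 0.413 and 1.27, and minocycline A and B at -0.0354 and 0.384. Minocycline B was thus close to light-exposed replicate 1, and the controls lay at -0.907 and -1.13. The median log2 ratios were 1.62 and 1.02. The genes of Table S1 fell into these clusters, 178 in the former and 39 in the latter. A cluster of 324 genes had both minocycline libraries above the other 4, at 0.512 in A and 1.51 in B, and contained the 38 up-regulated genes of Table S2. A cluster of 127 genes was lower after light, with a median log2 ratio of -1.11, which was -0.22 with minocycline. The remaining clusters, of 190 and 206 genes, separated replicates of a group: their means were -0.676 and 0.861 in control 1 and 2 for the former, and 1.18 and -0.448 in minocycline A and B for the latter. Clusters with both minocycline libraries above the other 4 held 16.2% of the genes, and 27% when the 500 most variable genes were used, the choice that moved these shares most.

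**Figure D1:**
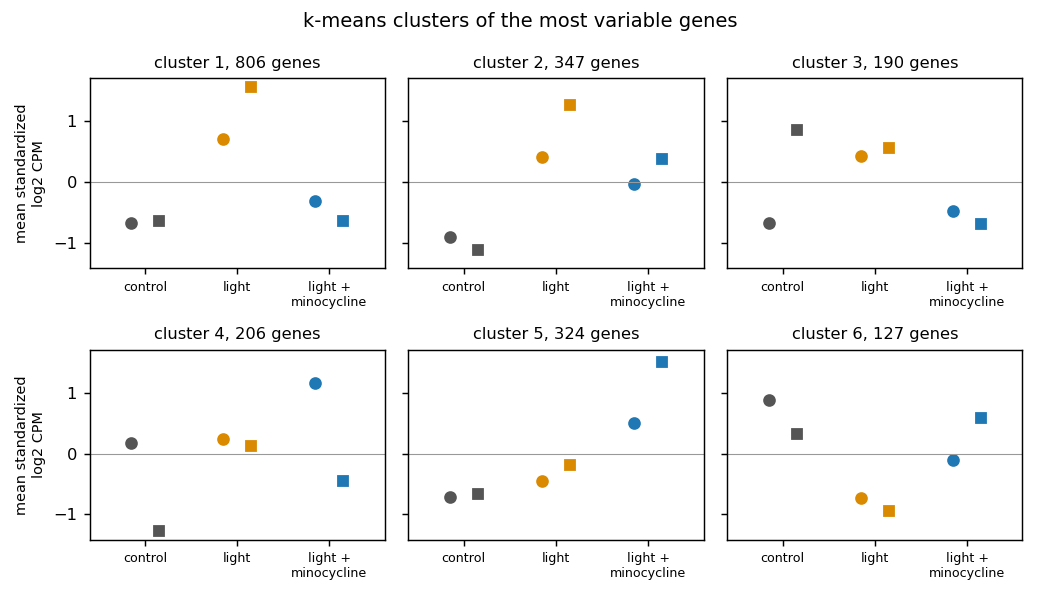
Mean standardized log2 CPM of each cluster in each library, with circles for replicate 1 or minocycline A and squares for replicate 2 or minocycline B. In the clusters of 806 and 347 genes the light-exposed replicates lie above both controls and above both minocycline libraries.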

In the next step, we performed DESeq2 analysis to determine differential gene expression between the groups using a log2 fold change cutoff of ≥2. 

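Of the 14349 genes tested between light-exposed and control retinas, 1624 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1079 of them higher and 545 lower after light. With the fold cutoff as well, 415 genes were called higher and 4 were called lower. The lower genes were Mir96, 9130227L01Rik, Prss56 and Cldn2, with log2 fold changes of -2.35, -2.22, -2.17 and -2.13. For 85 of the 415 genes, both controls held 3 counts or fewer, so that only a lower bound of the fold can be given. This was true of the 10 called genes with the largest fitted change, Glipr1, Mmp12, Msr1, Hal, Pbk, Gp49a, Cd300ld, Cd180, Anpep and Procr. Their bounds ranged from at least 4.52-fold higher for Procr to at least 161-fold higher for Msr1. Without light-exposed replicate 2, the bounds ranged from at least 3.02-fold to at least 75.4-fold for the same genes. The light-exposed and control replicates did not overlap in 60.9% of the tested genes, where chance gives 33.3%. Of the alternative settings, the adjusted p without the fold cutoff gave the most calls, the 1079 and 545 genes above, and an adjusted p under 0.01 the fewest higher genes, 48, with 0 called lower, beside 4144 genes with an unadjusted p under 0.05. Scaling by total library size in place of TMM moved the median log2 fold change of all genes to 0.24, and the share of higher genes among those with an adjusted p under 0.05 from 66.4% to 93.6%. From group means of log2 CPM without a test, 439 genes passed the fold cutoff upward and 3 downward. Without light-exposed replicate 2, these numbers were 269 and 8, and without control 2 they were 461 and 13. Without light-exposed replicate 1, 625 genes passed upward and 7 downward.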

The MA-plots demonstrate that light exposure caused a significant induction of 217 genes with no down-regulated transcripts (Fig. 6b). In contrast, the light-exposed versus light-exposed plus minocycline treatment analysis identified 113 down-regulated and 38 up-regulated transcripts (Fig. 6c). 

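Of the 14750 genes tested between light-exposed retinas with and without minocycline, 8 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3117 had an unadjusted p under 0.05. The genes called lower with minocycline were Steap4, Timp1, Lcn2, Kif4 and Serpina3n, with log2 fold changes of -3.66, -3.74, -3.32, -2.70 and -2.19. Calml3 and Dsp were called higher, with log2 fold changes of 3.55 and 4.78, and rose together with genes of corneal epithelium, pigment cells and smooth muscle that Table S2 does not list. Their adjusted p-values from the same test lay between 0.0239 for Steap4 and 0.0458 for Calml3. A log2 fold change of at least 2 was fitted for 145 genes upward and 371 genes downward, without regard to the adjusted p. Of these, 139 and 361 also had an unadjusted p under 0.05, and the replicates of both groups did not overlap in 140 and 362. Over all tested genes this share was 54.9%, beside 33.3% by chance. The count of calls depended on the test: DESeq2 without shrinkage of the fold changes, which moved it most, called 108 genes higher and 297 lower. With total library size, 0 genes were called in either direction, beside 3452 genes with an unadjusted p under 0.05. From group means without a test, 297 genes passed the fold cutoff downward, 447 without light-exposed replicate 1 and 189 without light-exposed replicate 2. Upward, 118 genes passed, and 76 without minocycline B.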

A closer look at the differentially expressed genes showed that most of the transcripts induced under light damage conditions belong to immune-related biological pathways including markers directly related to microglia reactivity such as macrophage scavenger receptor 1 (MSR1), AMWAP (alias WFDC17), CD68, and complement factor C3 (Additional file 2: Table S1). 

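The gene Msr1 lies on chromosome 8 of GRCm38 from 39543232 to 39642750. It held 2 and 1 counts in the controls, 275 and 1109 in the light-exposed replicates, and 8 and 2 in minocycline A and B. Its level was 34.3 ± 25.8 CPM (SD, n = 2) after light, at least 161-fold higher than the limit of the controls (at least 75.4-fold without light-exposed replicate 2), with an adjusted p of 0.0339 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With minocycline, its log2 fold change against light alone was -7.13 (standard error 0.89), with an adjusted p of 0.0698 from the same edgeR test. Wfdc17 (chromosome 11, 83704056 to 83706269) reached 4.94 ± 3.61 CPM (SD, n = 2) after light, at least 23.2-fold higher than control, with an adjusted p of 0.0101 in edgeR. With minocycline it was at least 34.1-fold lower than with light alone, with an adjusted p of 0.0698 in edgeR. These bounds were at least 11.2-fold and 16.5-fold without light-exposed replicate 2, and 35.2-fold and 51.7-fold without light-exposed replicate 1. Cd68 (chromosome 11, 69664213 to 69666170) had 2.69 ± 0.572 CPM in control, 70.2 ± 53.4 CPM after light and 3.22 ± 0.602 CPM with minocycline (SD, n = 2 each). Its log2 fold change after light was 4.71 (standard error 0.91), and its adjusted p of 0.0846 in edgeR was above the threshold, as was that of 0.0698 for a log2 fold change of -4.44 with minocycline. Cd68 was called after light with DESeq2 without shrinkage, edgeR without robust estimation, total library size, the replicate as a block, and all 6 libraries in one fit. The call of Msr1 after light was lost without a filter and with at least 10 counts in every library. That of Wfdc17 was lost with at least 10 counts and with DESeq2 with shrunken fold changes, which gave a log2 fold change of 1.89. C3 (chromosome 17, 57203967 to 57228136) rose from 1.13 ± 0.313 to 26.2 ± 10.9 CPM after light and lay at 1.42 ± 1.26 CPM with minocycline (SD, n = 2 each). Its log2 fold changes were 4.53 (adjusted p 0.00106 in edgeR) and -4.16 (adjusted p 0.0698 in edgeR). With DESeq2 without shrinkage and with all 6 libraries in one fit, the 4 genes were called lower with minocycline. With DESeq2 with shrunken fold changes or with total library size, none of them was called. The shrunken log2 fold changes with minocycline against light alone were -0.998 for Msr1, -1.63 for Wfdc17, -1.25 for Cd68 and -0.905 for C3. They depended on the prior: shrinkage with a quantile prior, chosen after seeing the data, gave -3.58, -3.54, -3.02 and -2.49 in the same order. That setting called the 4 genes lower. Both light-exposed replicates lay above both controls and both minocycline libraries for each of the 4 genes, and light-exposed replicate 2 was the higher in each. Lists of marker genes written from general knowledge were then tested with camera at an inter-gene correlation of 0.01, adjusted over 72 tests of lists and pairs of groups. After light, 13 lists were higher and 1 was lower with an adjusted p under 0.05 in camera of limma. The median log2 fold change was 3.54 for activated microglia (17 genes, 11 of them in Table S1), 3.09 for homeostatic microglia (12 genes, 7 in Table S1) and 3.69 for interferon response (16 genes, 12 in Table S1). It was 2.97 for complement, 2.83 for lysosome, 2.67 for MHC class I and 1.71 for reactive glia, of which 6, 7, 6 and 4 genes stand in Table S1. With genes at the limit of the controls set to their bound, the median was 2.97 for proliferation, 1.69 for MHC class II and 2.41 for cytokines and chemokines, in place of 4.90, 2.42 and 2.41. Of the 12 proliferation, 6 MHC class II and 11 cytokine genes, 3, 3 and 1 had more than 3 counts in both controls. Without light-exposed replicate 2, the median fell to 2.09 for interferon response and 1.83 for lysosome, and without control 2 to 1.57 for cytokines and chemokines. With minocycline against light alone, 12 lists were lower and 5 higher, with medians of -3.06 for activated and -2.62 for homeostatic microglia, -1.88 for interferon response, -1.67 for complement, -2.05 for lysosome and -2.12 for MHC class I. Without light-exposed replicate 2, these were -2.01 for activated microglia, -1.10 for interferon response, -1.13 for lysosome and -1.40 for MHC class I. The medians for reactive glia, MHC class II, proliferation, and cytokines and chemokines were -1.40, -1.14, -4.40 and -3.67, the latter pair -3.19 and -2.90 with genes at the limit set to their bound. None of the camera calls held under fry, which estimates the correlation between genes and gave a smallest adjusted p of 0.130 in both comparisons. Without adjustment, fry gave 7 lists higher after light, and 6 lower and 1 higher with minocycline, at a p under 0.05. In simulated data of the same size, both tests found each of 20 changed lists. Each gene was drawn independently there, so the simulation does not show how either test behaves when the genes of a list are correlated.

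**Figure D2:**
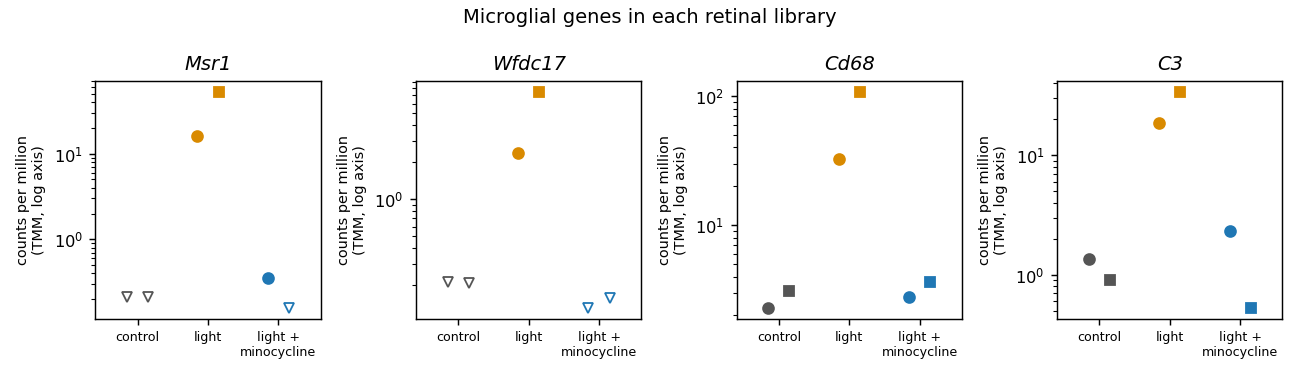
CPM of Msr1, Wfdc17, Cd68 and C3 in each library on a log axis, with circles for replicate 1 or minocycline A and squares for replicate 2 or minocycline B. Open triangles mark libraries with 3 counts or fewer, drawn at the level of 3 counts, and the light-exposed replicates lie above all other libraries in each panel.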

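The genes called lower with minocycline were set against the 415 genes called higher after light. Of the 5 lower genes, 4 were in both sets: Steap4, Timp1, Lcn2 and Serpina3n. The remaining gene, Kif4, rose by a log2 fold change of 1.86 after light, with an adjusted p of 0.0554 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The overlap was 273 of 297 lower genes (91.9%) with DESeq2 without shrinkage, the alternative that moved the number of genes most, and 202 of 218 (92.7%) with all 6 libraries in one fit. It was 15 of 22 (68.2%) with DESeq2 with shrunken fold changes and 2 of 5 (40%) with at least 10 counts in every library, the alternative that moved the share most among those with lower genes. The 5 lower genes of that filter were those of the main fit, and 144 genes in place of 415 were called higher after light. Genes with under 10 counts in a control cannot be called after light there, so the 40% does not show that they were not induced. Over the 14322 genes tested in both comparisons, the log2 fold changes after light and with minocycline had a Pearson r of -0.80 and a Spearman rho of -0.69, and 74.7% of the genes went in opposite directions. These values are across genes, which are not independent replicates. The light-exposed libraries enter both comparisons, so a negative r arises without any effect. In 20 simulated data sets with unchanged groups that shared the light-exposed libraries, r was -0.50 on average (-0.54 to -0.48) and 66.6% of the genes went in opposite directions. At most 1 gene was called in both comparisons of a simulated data set. With one library left out in turn, r lay between -0.86 and -0.70, and the same library was left out of the simulated data sets. Without light-exposed replicate 2, r was -0.70 and lay within the simulated range of -0.74 to -0.66, and the share in opposite directions was 71.3%, under the simulated 72.5% to 74.7%. Without light-exposed replicate 1, r was -0.86, against -0.72 to -0.66 in the simulated data sets. Without a control or minocycline library, r lay between -0.79 and -0.73, against -0.45 to -0.36 in the simulated data sets.

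**Figure D3:**
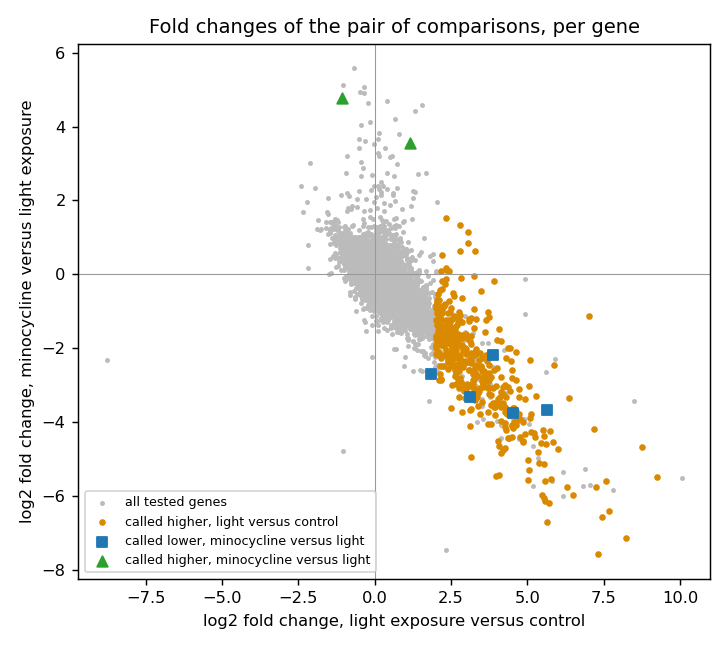
Each point is a gene, with its log2 fold change after light against control on the x axis and with minocycline against light alone on the y axis, both as fitted by edgeR. The genes called higher after light are orange, and the squares and triangles mark the 5 genes called lower and the 2 called higher with minocycline.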

The vast majority of transcripts down-regulated by minocycline treatment was induced by light exposure alone, and hence, their expression was reversed (Additional file 3: Table S2). These results demonstrate that both light damage and minocycline have a major impact on the global pattern of gene expression in the retina and that minocycline administration effectively counterbalances most of the pro-inflammatory signaling events in the degenerating retina.

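How far the induced genes returned was measured against the controls. Of the 415 genes called higher after light, 231 were tested between minocycline-treated and control retinas. Their median log2 fold change against control was 3.04 after light and 0.81 after light with minocycline, with quartiles of 0.39 and 1.31. A log2 fold change of at least 1 above control remained in 84 of them, and 20 lay below control. The number below control was 51 without minocycline A and 35 without control 1, and the median was 0.70 without minocycline A. With genes at the limit of the controls set to their bound, the median was 0.65 over 391 genes, and for 24 genes both groups were at the limit. Over the 415 genes, the median log2 ratio to the mean of the controls was 2.06 and 3.21 in light-exposed replicates 1 and 2, and 0.74 and 0.46 in minocycline A and B. These genes were chosen on the light-exposed and control libraries, so the distance between those groups is built in. For the 140 tested genes of Table S1, the median with minocycline was 0.78. From the induction by light and its reversal, the paper concludes that light damage and minocycline both strongly affect gene expression across the retina, and that minocycline counterbalances most pro-inflammatory signaling events of the degenerating retina.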

**Fig. 6:**
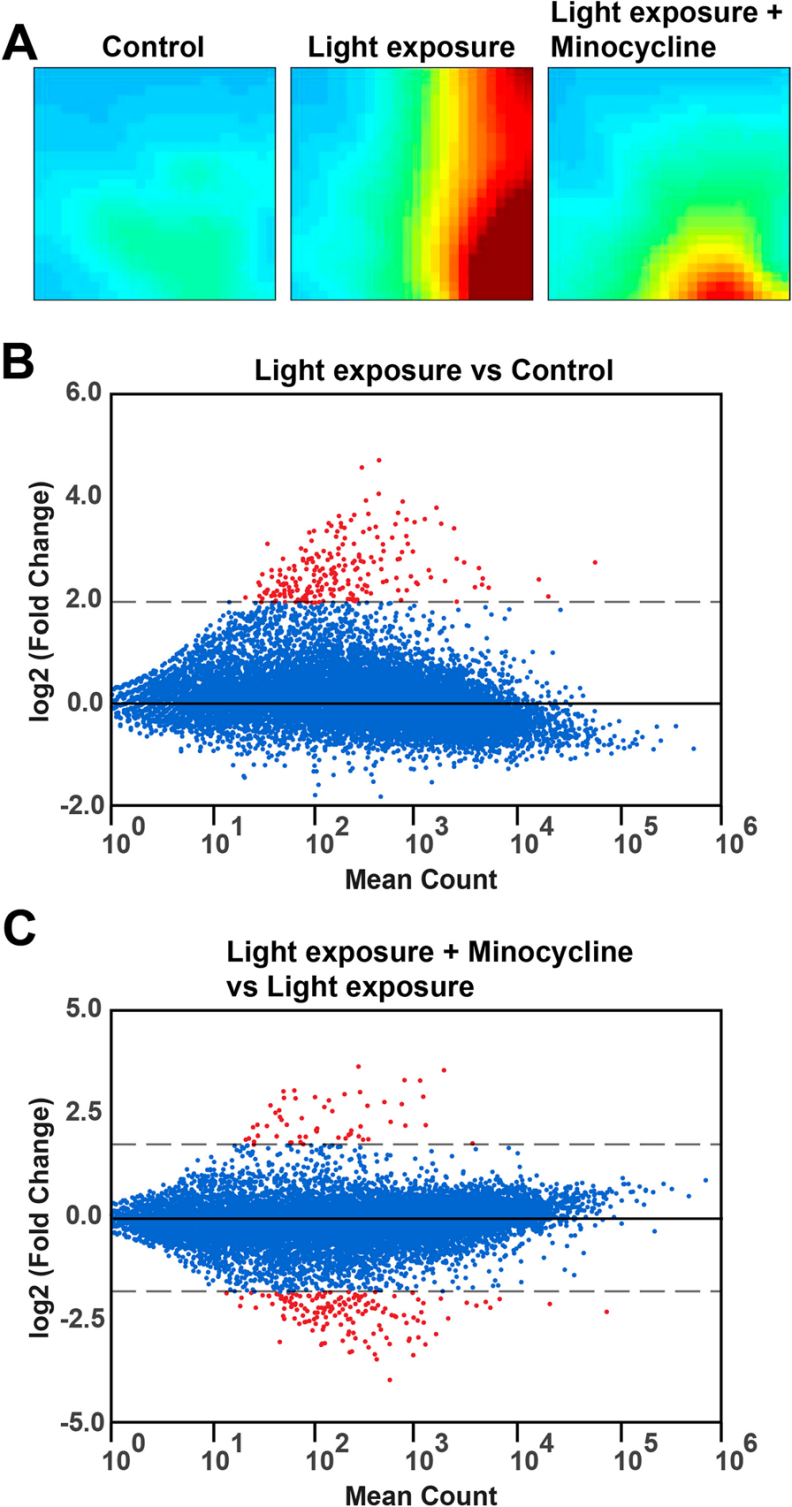
Light exposure and minocycline exert global effects on the retinal transcriptome. **a** Gene Expression Dynamics Inspector (GEDI) analysis of the complete RNA-seq dataset (Gene Expression Omnibus Series Nr. GSE71025) from control retinas and light-exposed retinas in the absence or presence of minocycline. Biological duplicates were analyzed for each condition and the pseudo-color scale indicates high (*red*) or low (*blue*) expression levels. **b**, **c** DESeq2 analysis to determine differential gene expression between the indicated groups using a log2 fold change cutoff of ≥2 and ≤−2. The MA-plots demonstrate that light exposure caused a global induction of 217 genes (**b**), whereas light exposure plus minocycline administration reversed this effect with many counter-regulated transcripts (**c**)

### Minocycline treatment protects the retina from light-induced degeneration

We finally asked whether targeting retinal microglia with minocycline also improves the outcome of disease progression. We first performed in vivo optical coherence tomography (OCT) of mice to detect structural changes of the retina after light exposure and under conditions of minocycline treatment. The OCT images showed clear changes in ONL reflectance in retinas of light-exposed animals, indicating a strong degeneration of the photoreceptor layer (Fig. 7a, b). In contrast, minocycline-treated mice displayed a normal hyperreflective photoreceptor layer similar to that of controls (Fig. 7c). Volume scans revealed a severe thinning of the retina, especially in the central area around the optic nerve head after light exposure, which was not observed in the minocycline-treated groups (Fig. 7d–f). Quantification of the retinal thickness in all analyzed animals demonstrate a significant reduction in the central area after light exposure (*p* < 0.0001), which could be rescued by treatment with minocycline (*p* < 0.0001) (Fig. 7g). To confirm these findings, panorama images of retinal sections proceeding through the optic nerve head were stained with DAPI. The photoreceptor layer showed a clear thinning in the group of mice exposed to light, which was not evident in mice after minocycline treatment (Fig. 7h–j, Fig. 3a–c). TUNEL stainings and mRNA analyses of caspase 8 levels also revealed that light exposure significantly induced cell death in mouse retinas, which was prevented in minocycline-treated animals (Fig. 7k–n). These data clearly point toward a strong neuroprotective effect of minocycline in conditions of acute light damage.

**Fig. 7:**
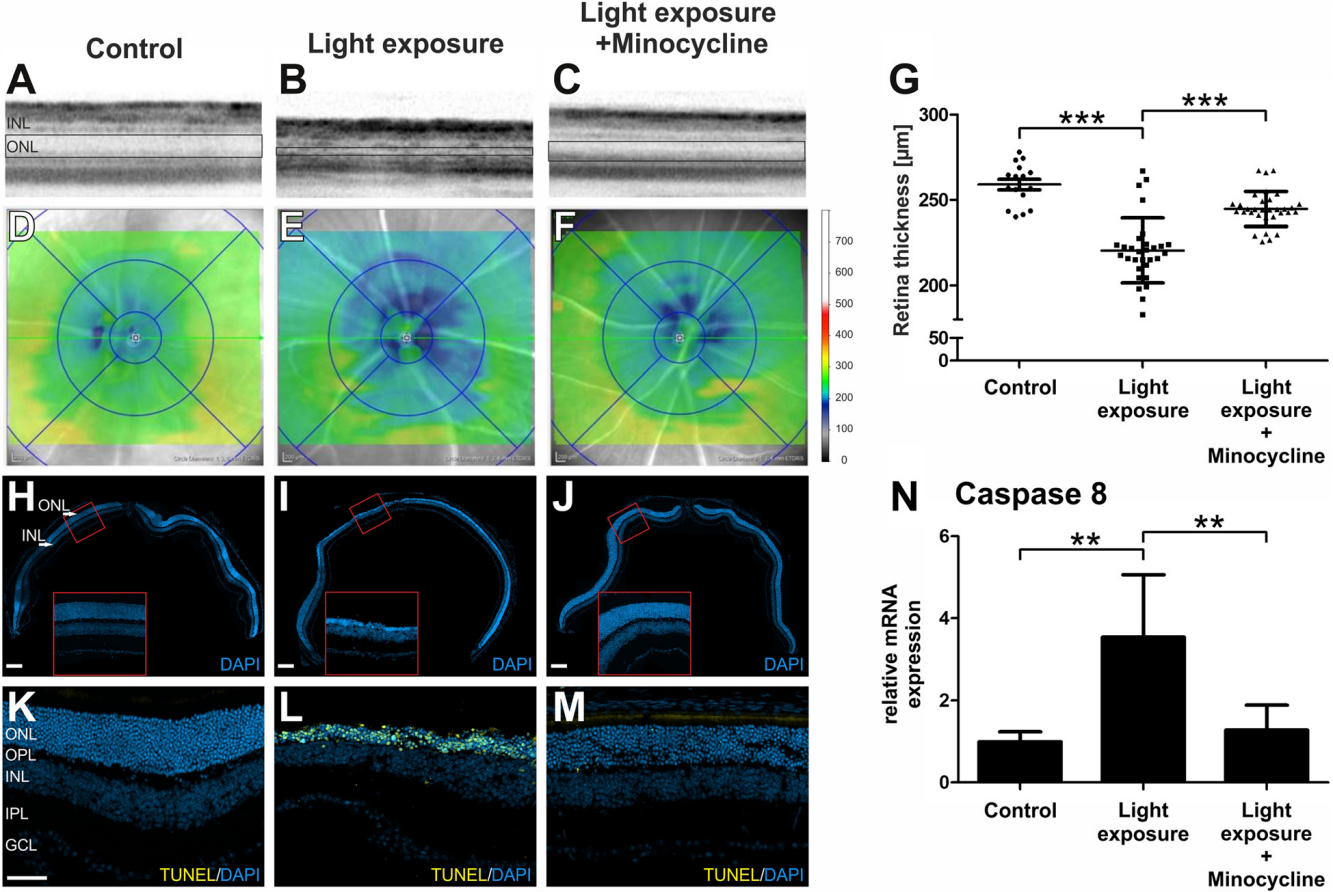
Minocycline prevents light-induced retinal degeneration. **a**–**g** SD-OCT was performed 4 days after light exposure to analyze changes in retinal structures. **a**–**c** Light-exposed mice show an altered reflectance in the ONL, which was not present in minocycline-treated mice. **d**–**f** Representative heat maps show the average retinal thickness of control, light-exposed minocycline-treated and untreated mice. Light-exposed mice show a significant thinning of the retina, especially in the central area, which was preserved by minocycline treatment. **g** One data point represents the average thickness of the central retina [μm], calculated from four different areas around the optic nerve head. Data show mean ± SEM (control *n* = 16 eyes, light exposure *n* = 30 eyes, light exposure and minocycline treatment *n* = 32 eyes). **h**–**j** Representative panorama sections of the retina were stained with DAPI to further characterize structural changes in the retina. Light exposure caused severe degeneration particularly of the ONL. Minocycline administration reduced degeneration, represented by a clearly thicker photoreceptor layer, scale bar, 200 μM. **k**–**m** Representative photomicrographs of TUNEL-stained retinal sections show the amount of apoptotic cells 4 days after light exposure. Light exposure caused a strong increase of apoptotic cells, especially in the ONL. Less TUNEL-positive cells were visible after minocycline administration. **n** RNA analyses revealed a significantly higher expression of caspase 8 in light-exposed retinas, compared to retinas of minocycline-treated mice, indicating a higher amount of apoptotic cells. Scale bar, 50 μm. Data show mean ± SEM (control *n* = 4 retinas, light exposure *n* = 4 retinas, light exposure and minocycline treatment *n* = 5 retinas, measured in triplicates) *p < 0.05, **p < 0.01, ***p < 0.001

## Discussion

Several studies revealed that minocycline exerts anti-microbial, anti-inflammatory, anti-apoptotic, and neuroprotective properties in different animal models of neuronal degenerative diseases, including Parkinson’s disease, multiple sclerosis, Alzheimer’s disease, Huntington’s disease, amyotrophic lateral sclerosis, and retinitis pigmentosa [16, 18–20, 23, 25, 42–44]. Here, we report for the first time that minocycline administration preserves the retinal structure in a white light-induced degeneration model, which mimics several features of dry AMD and monogenic retinal dystrophies. The main questions discussed in this study were if and how minocycline stimulation modulates the neurotoxic potential of microglia and whether minocycline administration could be a suitable immuno-modulatory strategy to treat retinal degeneration.

Our in vitro studies in LPS-activated BV-2 microglia demonstrated that minocycline was capable to diminish gene expression of the pro-inflammatory markers CCL2, IL6, and iNOS in a rapid temporal response. This is consistent with earlier reports with microglia isolated from rat retinas where minocycline dampened mRNA expression and secretion of IL1β, TNFα, and iNOS [45]. In line with this, Henry et al. reported that minocycline reduced mRNA levels of TLR 2, MHC-II, IL1β, and IL6 in BV-2 cells [46]. These results together with our data suggest that minocycline is highly effective in reducing pro-inflammatory gene transcription in microglia.

The production of toxic nitric oxide by phagocytes plays an important role in degenerative processes [47–49]. Here, we demonstrated that minocycline effectively dampened nitric oxide production of LPS-stimulated microglia. Furthermore, minocycline reduced the general neurotoxic potential of reactive microglia on 661W photoreceptor cells. Supernatants from microglia that were stimulated with both LPS and minocycline were less toxic to photoreceptors than those of cells that were treated with LPS only. Investigations in RAW264.7 macrophages and spinal cord microglia also confirmed that minocycline blocks the production of toxic nitric oxide [50, 51]. Hence, others have found an association of reduced iNOS levels and NO itself with delayed neurodegeneration [19, 47, 52]. In the 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP) mouse model of Parkinson’s disease, minocycline reduced MPP+ induced glial iNOS expression, which was most likely due to an inhibition of p38 MAPK phosphorylation [19].

Besides the reduction of NO production, several other mechanisms of action are discussed for the beneficial effects of minocycline. Indeed, we here also showed that minocycline administration directly protected photoreceptors from microglia mediated death. In a model of Huntington’s disease, minocycline delayed disease progression and mortality by inhibition of caspase-1 and caspase-3 up-regulation, enzymes which play an important role in the induction of necrosis and apoptosis [43]. Studies in R6/2 mice confirmed that minocycline can inhibit both caspase-independent (apoptosis inducing factor) and caspase-dependent (Smac/Diablo and cytochrome c) mitochondrial cell death pathways [53]. However, despite its ability to reduce pro-inflammatory markers in a mouse model for age-related neuron loss, minocycline failed to inhibit apoptosis and neuron loss [54].

A further mechanism how minocycline exerts its protective functions is the inhibition of matrix metalloproteases (MMPs). MMPs are a family of zinc- and calcium-dependent proteolytic enzymes that are responsible for the degradation of structural proteins in the extracellular matrix and their activation is associated with neurological disorders. Thus, blockage of MMPs by minocycline decreased the cerebral infarct size in a mouse model of focal cerebral ischemia. This effect was most likely due to the inhibition of CCL2, TNFα, and indoleamine 2,3-dioxygenase (IDO) expression [55, 56].

Our OCT images and immunohistochemical analysis showed that the treatment with minocycline preserved retinal structure and reduced the amount of apoptotic cells after exposure to bright white light. The protection of photoreceptors was associated with a reduced number of reactive, amoeboid-shaped, TSPO-positive microglia in the outer retina. Accordingly, our mRNA analyses of retinas revealed suppression of microglial activation markers including AMWAP and CD68 after administration of minocycline [38–40]. Analysis at different time points after light exposure revealed that microglial activation is an early event that precedes photoreceptor death. Moreover, our RNA-sequencing data revealed a global transcriptomic effect of minocycline with a complete cluster of light-damage-induced pro-inflammatory genes that was counter-regulated by minocycline. 

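Table S2 lists the keratins Krt12, Krt5, Krt6a and Krt6b and the junction genes Dsp, Dsc3, Dsg1a, Cldn4, Gja1 and Gjb2 as up-regulated. Each of these 10 genes, chosen by the study on these samples, was higher in both minocycline libraries than in both light-exposed replicates. Krt12 (chromosome 11 of GRCm38, 99415664 to 99422593) had 4.28 ± 2.52 CPM after light and 103 ± 34.4 CPM after light with minocycline (SD, n = 2 each). Its log2 fold change with minocycline against light alone was 4.57 (standard error 0.48), with an adjusted p of 0.0691 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Krt5 (chromosome 15, 101707069 to 101712905) reached 61.6 ± 14.6 CPM (SD, n = 2) with minocycline, a log2 fold change of 4.21 and an adjusted p of 0.0691 in edgeR. The log2 fold changes of Krt6a and Krt6b were 3.81 and 3.99. They are neighbouring paralogs, and the paper's methods do not state how reads that match both were counted or whether the strand was used in counting, so the split between them is uncertain. Dsp (chromosome 13, 38151294 to 38198577) rose from 0.601 ± 0.356 to 17.0 ± 5.39 CPM (SD, n = 2 each) and was the only gene of the 10 called, with an adjusted p of 0.0444 in edgeR. Dsc3, Dsg1a and Gjb2 held 0 counts in both light-exposed replicates and were at least 22.5-fold, 22.8-fold and 11.8-fold higher with minocycline. Without minocycline B, these bounds were at least 14.9-fold, 13.8-fold and 6.90-fold. Cldn4 had a log2 fold change of 3.85. Gja1 rose by 3.65 on the log2 scale (standard error 0.80, adjusted p 0.0994 in edgeR) and by 2.12 without minocycline B. DESeq2 without shrinkage called each of the 10 genes higher. In control 1, Krt5 held 58 counts and Krt12 held 36, against 2 and 6 in control 2. Markers of tissues outside the neural retina that Table S2 does not list rose as well: of 34 tested genes of corneal epithelium, pigment cells, smooth muscle and stroma, 33 were higher with minocycline, with a median log2 fold change of 2.23 (1.29 without minocycline B). The filter on low counts favoured a rise for part of them, as 11 of 20 corneal genes were tested here, against 4 between light and control.

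**Figure D4:**
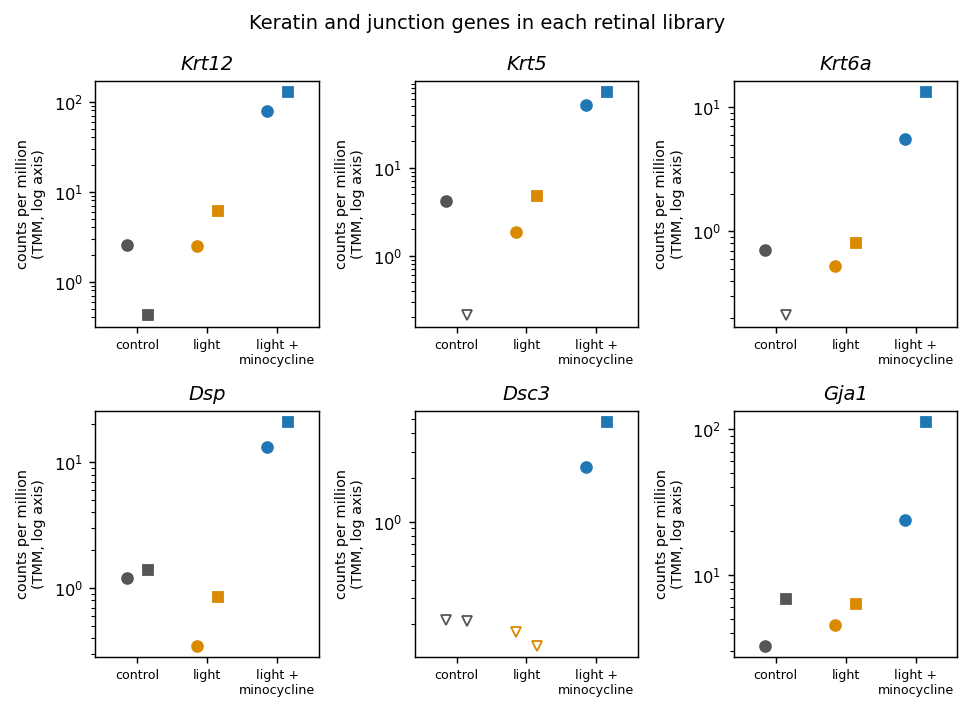
CPM of keratin and junction genes in each library on a log axis, with circles for replicate 1 or minocycline A and squares for replicate 2 or minocycline B. Open triangles mark libraries with 3 counts or fewer, drawn at the level of 3 counts, and both minocycline libraries lie above all other libraries in each panel.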

Of note, the RNA-seq dataset also detected up-regulation of structural retinal genes such as keratins and adhesion molecules by minocycline. These results strongly indicate that modulation of microglia reactivity is a key mechanism in minocycline’s mode of action in the retina. This notion is supported by studies demonstrating that inhibition of microglia with minocycline protects from neuronal degenerative diseases including Alzheimer disease or Parkinson disease [16, 18]. In the eye, minocycline could also reduce microglial activation and improve neuronal function [13, 25, 57, 58]. In a model of green light exposure, preservation of retinal structure and ERG amplitudes by minocycline was associated with reduced numbers of CD11b+ cells in the outer retina [58]. To mimic exposure to bright daylight, which is discussed as a contributing factor for retinal degenerations, we used 15.000 lux UV-free white light in our studies. White light has an emission spectrum similar to that of daylight, and it is less artificial than light of a particular wavelength [59, 60]. Furthermore, white light contains also short wavelength blue light (403 nm) which is thought to have a higher damaging potential than light of longer wavelength including green light (490–580 nm), which was used in earlier studies [58]. The higher damaging potential of blue light is due to a process called photo-reversal, the regeneration of rhodopsin from bleaching intermediates that results in a higher number of photon absorption in a certain time span. Because of different light exposure settings in our study and the work of Zhang et al. [58], different underlying damage mechanisms cannot be ruled out [28, 59, 61, 62].

In the *rd10* mouse model for retinitis pigmentosa, minocycline inhibited microglial activation and down-regulated the expression of pro-inflammatory molecules including TNFα, COX1, and COX2. Moreover, pro-apoptotic molecules such as BAX and Caspase 3 were suppressed by minocycline, and the retinal structure and function were preserved [25]. Of note, minocycline could also diminish photoreceptor death in *rds* mice by a microglia-independent mechanism as depletion of microglia by clodronate prevented their recruitment but failed to inhibit photoreceptor apoptosis [63].

## Conclusions

We have shown that microglia activity is an early event in retinal degeneration induced by bright white light. Minocycline administration preserved the retinal structure by a global counter-regulation of microglial pro-inflammatory responses and direct effects on photoreceptors during light exposure. Our data suggest that treatment strategies that modulate microglial reactivity and support photoreceptor survival provide a potential therapeutic option for retinal degenerative diseases.

## Additional files

Additional file 1: Figure S1. Early microglial activation after exposure to bright white light. Representative photomicrographs show retinal sections (A–B) stained with Iba1 (green) of control mice and animals 4 h after light exposure. In healthy controls, microglial cells are only located in the plexiform layers and GCL (A). Images of light exposed mice show microglia with protrusions in the ONL (B). ONL, outer nuclear layer; OPL, outer plexiform layer; INL, inner nuclear layer; IPL, inner plexiform layer; GCL, ganglion cell layer. Scale bar 50 μm. Data show representative photomicrographs (control *n* = 5, light exposure *n* = 4). Retinal mRNA expression of microglia-associated genes and caspase 8 were determined by real-time RT-PCR (C-F). Data show mean ± SEM (control *n* = 5 retinas, light exposure *n* = 4 retinas measured in triplicates) with **p* < 0.05. (JPG 684 kb) Additional file 2: Table S1. Differentially expressed transcripts comparing light exposure versus control. (DOCX 85 kb) Additional file 3: Table S2. Differentially expressed transcripts comparing light exposure versus light exposed plus minocyline treatment.

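Table S1 gives a mean count, a log2 fold change and p-values of the authors' DESeq2 comparison for each of 217 genes. All 217 genes were found among the deposited counts by their symbols and were higher after light, and the replicates of both groups did not overlap in any of them. Chance gives non-overlapping replicates, in either direction, in 33.3% of genes that were not chosen on these samples. Of these genes, 167 were called here and 248 further genes were called that the table does not list. Adjusted over the list alone, 216 of the 217 genes were called. The study chose the list on these samples, so this count is not independent evidence. The median log2 fold change of the list was 3.93 here and 2.47 as printed in the table. With DESeq2 without shrinkage, each of the 217 genes was called, with shrunken fold changes 73, and with at least 10 counts required in every library 58, the alternative that moved this count most. With minocycline against light alone, 216 of the 217 genes had a negative log2 fold change, 208 of them without overlap of the replicates.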

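Table S2 holds the same columns for the comparison of light-exposed retinas with and without minocycline. It lists 113 genes as down-regulated and 38 as up-regulated, and all were found among the deposited counts with the same direction and without overlap of the replicates. No chance rate applies to this, as the genes were chosen on these samples. Of the down-regulated genes 5 were called here, and of the up-regulated genes 2. Adjusted over the list alone, 113 and 38 genes were called. The genes of this table were also chosen on these samples, so these counts are not independent evidence. The median log2 fold changes were -4.04 and 4.52 here, and -2.35 and 2.59 as printed in the table. DESeq2 without shrinkage called all 113 and 38 genes, the largest change of these counts among the alternatives. Of the 113 down-regulated genes, 106 (93.8%) stand in Table S1 as well, and 112 were higher after light than in control. Gm8221 was the exception, with a log2 fold change of -1.03 after light, and was named after its value was seen. None of the 38 up-regulated genes stands in Table S1.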

## References

[1] Wong WL, Su X, Li X, Cheung CM, Klein R, Cheng CY (2014). Global prevalence of age-related macular degeneration and disease burden projection for 2020 and 2040: a systematic review and meta-analysis. Lancet Glob Health.

[2] Jager RD, Mieler WF, Miller JW (2008). Age-related macular degeneration. N Engl J Med.

[3] Xu H, Chen M, Forrester JV (2009). Para-inflammation in the aging retina. Prog Retin Eye Res.

[4] Gupta N, Brown KE, Milam AH (2003). Activated microglia in human retinitis pigmentosa, late-onset retinal degeneration, and age-related macular degeneration. Exp Eye Res.

[5] Karlstetter M, Scholz R, Rutar M, Wong WT, Provis JM, Langmann T (2015). Retinal microglia: just bystander or target for therapy?. Prog Retin Eye Res.

[6] Hume DA, Perry VH, Gordon S (1983). Immunohistochemical localization of a macrophage-specific antigen in developing mouse retina: phagocytosis of dying neurons and differentiation of microglial cells to form a regular array in the plexiform layers. J Cell Biol.

[7] Kettenmann H, Hanisch UK, Noda M, Verkhratsky A (2011). Physiology of microglia. Physiol Rev.

[8] Damani MR, Zhao L, Fontainhas AM, Amaral J, Fariss RN, Wong WT (2011). Age-related alterations in the dynamic behavior of microglia. Aging Cell.

[9] Nimmerjahn A, Kirchhoff F, Helmchen F (2005). Resting microglial cells are highly dynamic surveillants of brain parenchyma in vivo. Science.

[10] Aloisi F (2001). Immune function of microglia. Glia.

[11] Langmann T (2007). Microglia activation in retinal degeneration. J Leukoc Biol.

[12] Karlstetter M, Langmann T (2014). Microglia in the aging retina. Adv Exp Med Biol.

[13] Zhao L, Zabel MK, Wang X, Ma W, Shah P, Fariss RN (2015). Microglial phagocytosis of living photoreceptors contributes to inherited retinal degeneration. EMBO Mol Med.

[14] Sierra A, Gottfried-Blackmore AC, McEwen BS, Bulloch K (2007). Microglia derived from aging mice exhibit an altered inflammatory profile. Glia.

[15] Roque RS, Rosales AA, Jingjing L, Agarwal N, Al-Ubaidi MR (1999). Retina-derived microglial cells induce photoreceptor cell death in vitro. Brain Res.

[16] Wu DC, Jackson-Lewis V, Vila M, Tieu K, Teismann P, Vadseth C (2002). Blockade of microglial activation is neuroprotective in the 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine mouse model of Parkinson disease. J Neurosci.

[17] Amor S, Puentes F, Baker D, van der Valk P (2010). Inflammation in neurodegenerative diseases. Immunology.

[18] Biscaro B, Lindvall O, Tesco G, Ekdahl CT, Nitsch RM (2012). Inhibition of microglial activation protects hippocampal neurogenesis and improves cognitive deficits in a transgenic mouse model for Alzheimer’s disease. Neurodegener Dis.

[19] Du Y, Ma Z, Lin S, Dodel RC, Gao F, Bales KR (2001). Minocycline prevents nigrostriatal dopaminergic neurodegeneration in the MPTP model of Parkinson’s disease. Proc Natl Acad Sci U S A.

[20] Popovic N, Schubart A, Goetz BD, Zhang SC, Linington C, Duncan ID (2002). Inhibition of autoimmune encephalomyelitis by a tetracycline. Ann Neurol.

[21] Owolabi SA, Saab CY (2006). Fractalkine and minocycline alter neuronal activity in the spinal cord dorsal horn. FEBS Lett.

[22] Mika J, Osikowicz M, Makuch W, Przewlocka B (2007). Minocycline and pentoxifylline attenuate allodynia and hyperalgesia and potentiate the effects of morphine in rat and mouse models of neuropathic pain. Eur J Pharmacol.

[23] Garrido-Mesa N, Zarzuelo A, Galvez J (2013). Minocycline: far beyond an antibiotic. Br J Pharmacol.

[24] Niimi N, Kohyama K, Matsumoto Y (2013). Minocycline suppresses experimental autoimmune encephalomyelitis by increasing tissue inhibitors of metalloproteinases. Neuropathology.

[25] Peng B, Xiao J, Wang K, So KF, Tipoe GL, Lin B (2014). Suppression of microglial activation is neuroprotective in a mouse model of human retinitis pigmentosa. J Neurosci.

[26] Cruickshanks KJ, Klein R, Klein BE (1993). Sunlight and age-related macular degeneration: the beaver dam eye study. Arch Ophthalmol.

[27] Swaroop A, Chew EY, Rickman CB, Abecasis GR (2009). Unraveling a multifactorial late-onset disease: from genetic susceptibility to disease mechanisms for age-related macular degeneration. Annu Rev Genomics Hum Genet.

[28] Grimm C, Reme CE (2013). Light damage as a model of retinal degeneration. Methods Mol Biol.

[29] Marc RE, Jones BW, Watt CB, Vazquez-Chona F, Vaughan DK, Organisciak DT (2008). Extreme retinal remodeling triggered by light damage: implications for age related macular degeneration. Mol Vis.

[30] Narimatsu T, Ozawa Y, Miyake S, Kubota S, Hirasawa M, Nagai N (2013). Disruption of cell-cell junctions and induction of pathological cytokines in the retinal pigment epithelium of light-exposed mice. Invest Ophthalmol Vis Sci.

[31] Pennesi ME, Neuringer M, Courtney RJ (2012). Animal models of age related macular degeneration. Mol Aspects Med.

[32] Blasi E, Barluzzi R, Bocchini V, Mazzolla R, Bistoni F (1990). Immortalization of murine microglial cells by a v-raf/v-myc carrying retrovirus. J Neuroimmunol.

[33] Ebert S, Weigelt K, Walczak Y, Drobnik W, Mauerer R, Hume DA (2009). Docosahexaenoic acid attenuates microglial activation and delays early retinal degeneration. J Neurochem.

[34] Ebert S, Schoeberl T, Walczak Y, Stoecker K, Stempfl T, Moehle C (2008). Chondroitin sulfate disaccharide stimulates microglia to adopt a novel regulatory phenotype. J Leukoc Biol.

[35] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[36] Anders S, Huber W (2010). Differential expression analysis for sequence count data. Genome Biol.

[37] Eichler GS, Huang S, Ingber DE (2003). Gene expression dynamics inspector (GEDI): for integrative analysis of expression profiles. Bioinformatics.

[38] Karlstetter M, Walczak Y, Weigelt K, Ebert S, Van den Brulle J, Schwer H (2010). The novel activated microglia/macrophage WAP domain protein, AMWAP, acts as a counter-regulator of proinflammatory response. J Immunol.

[39] Karlstetter M, Nothdurfter C, Aslanidis A, Moeller K, Horn F, Scholz R (2014). Translocator protein (18 kDa) (TSPO) is expressed in reactive retinal microglia and modulates microglial inflammation and phagocytosis. J. Neuroinflammation.

[40] Aslanidis A, Karlstetter M, Scholz R, Fauser S, Neumann H, Fried C (2015). Activated microglia/macrophage whey acidic protein (AMWAP) inhibits NFkappaB signaling and induces a neuroprotective phenotype in microglia. J Neuroinflammation.

[41] Scholz R, Caramoy A, Bhuckory MB, Rashid K, Chen M, Xu H (2015). Targeting translocator protein (18 kDa) (TSPO) dampens pro-inflammatory microglia reactivity in the retina and protects from degeneration. J Neuroinflammation.

[42] Nikodemova M, Watters JJ, Jackson SJ, Yang SK, Duncan ID (2007). Minocycline down-regulates MHC II expression in microglia and macrophages through inhibition of IRF-1 and protein kinase C (PKC)alpha/betaII. J Biol Chem.

[43] Chen M, Ona VO, Li M, Ferrante RJ, Fink KB, Zhu S (2000). Minocycline inhibits caspase-1 and caspase-3 expression and delays mortality in a transgenic mouse model of huntington disease. Nat Med.

[44] Tikka TM, Vartiainen NE, Goldsteins G, Oja SS, Andersen PM, Marklund SL (2002). Minocycline prevents neurotoxicity induced by cerebrospinal fluid from patients with motor neurone disease. Brain.

[45] Tso MO, Zhu X, Wang AL, Yu AC, Lau LT, Lee C (2005). Minocycline inhibits LPS-induced retinal microglia activation. Neurochem Int.

[46] Henry CJ, Huang Y, Wynne A, Hanke M, Himler J, Bailey MT (2008). Minocycline attenuates lipopolysaccharide (LPS)-induced neuroinflammation, sickness behavior, and anhedonia. J Neuroinflammation.

[47] Yang L-p, Li Y, Zhu X-a, Tso MOM (2007). Minocycline delayed photoreceptor death in the rds mice through iNOS-dependent mechanism. Mol Vis.

[48] Yrjanheikki J, Tikka T, Keinanen R, Goldsteins G, Chan PH, Koistinaho J (1999). A tetracycline derivative, minocycline, reduces inflammation and protects against focal cerebral ischemia with a wide therapeutic window. Proc Natl Acad Sci U S A.

[49] Hoey S, Grabowski PS, Ralston SH, Forrester JV, Liversidge J (1997). Nitric oxide accelerates the onset and increases the severity of experimental autoimmune uveoretinitis through an IFN-gamma-dependent mechanism. J Immunol.

[50] Amin AR, Patel RN, Thakker GD, Lowenstein CJ, Attur MG, Abramson SB (1997). Post-transcriptional regulation of inducible nitric oxide synthase mRNA in murine macrophages by doxycycline and chemically modified tetracyclines. FEBS Lett.

[51] Matsui T, Svensson CI, Hirata Y, Mizobata K, Hua XY, Yaksh TL (2010). Release of prostaglandin E(2) and nitric oxide from spinal microglia is dependent on activation of p38 mitogen-activated protein kinase. Anesth Analg.

[52] Beattie MS (2004). Inflammation and apoptosis: linked therapeutic targets in spinal cord injury. Trends Mol Med.

[53] Wang X, Zhu S, Drozda M, Zhang W, Stavrovskaya IG, Cattaneo E (2003). Minocycline inhibits caspase-independent and -dependent mitochondrial cell death pathways in models of huntington’s disease. Proc Natl Acad Sci U S A.

[54] Cheng S, Hou J, Zhang C, Xu C, Wang L, Zou X (2015). Minocycline reduces neuroinflammation but does not ameliorate neuron loss in a mouse model of neurodegeneration. Sci Rep.

[55] Park CH, Shin TK, Lee HY, Kim SJ, Lee WS (2011). Matrix metalloproteinase inhibitors attenuate neuroinflammation following focal cerebral ischemia in mice. Korean J Physiol Pharmacol.

[56] Koistinaho M, Malm TM, Kettunen MI, Goldsteins G, Starckx S, Kauppinen RA (2005). Minocycline protects against permanent cerebral ischemia in wild type but not in matrix metalloprotease-9-deficient mice. J Cereb Blood Flow Metab.

[57] Bosco A, Inman DM, Steele MR, Wu G, Soto I, Marsh-Armstrong N (2008). Reduced retina microglial activation and improved optic nerve integrity with minocycline treatment in the DBA/2 J mouse model of glaucoma. Invest Ophthalmol Vis Sci.

[58] Zhang C, Lei B, Lam TT, Yang F, Sinha D, Tso MO (2004). Neuroprotection of photoreceptors by minocycline in light-induced retinal degeneration. Invest Ophthalmol Vis Sci.

[59] Wenzel A, Grimm C, Samardzija M, Reme CE (2005). Molecular mechanisms of light-induced photoreceptor apoptosis and neuroprotection for retinal degeneration. Prog Retin Eye Res.

[60] Youssef PN, Sheibani N, Albert DM (2011). Retinal light toxicity. Eye (Lond).

[61] Grimm C, Wenzel A, Williams T, Rol P, Hafezi F, Reme C (2001). Rhodopsin-mediated blue-light damage to the rat retina: effect of photoreversal of bleaching. Invest Ophthalmol Vis Sci.

[62] Grimm C, Reme CE, Rol PO, Williams TP (2000). Blue light’s effects on rhodopsin: photoreversal of bleaching in living rat eyes. Invest Ophthalmol Vis Sci.

[63] Hughes EH, Schlichtenbrede FC, Murphy CC, Broderick C, van Rooijen N, Ali RR (2004). Minocycline delays photoreceptor death in the rds mouse through a microglia-independent mechanism. Exp Eye Res.

# Supplementary material for: Minocycline counter-regulates pro-inflammatory microglia responses in the retina and protects from degeneration
**Source:** J Neuroinflammation. 2015 Nov 17;12:209. doi: 10.1186/s12974-015-0431-4
**Supplement:** Additional file 2: Table S1. — Differentially expressed transcripts comparing light exposure versus control.

## Supplementary Table 1 - Differentially expressed transcripts comparing light exposure versus control

# Supplementary material for: Minocycline counter-regulates pro-inflammatory microglia responses in the retina and protects from degeneration
**Source:** J Neuroinflammation. 2015 Nov 17;12:209. doi: 10.1186/s12974-015-0431-4
**Supplement:** Additional file 3: Table S2. — Differentially expressed transcripts comparing light exposure versus light exposed plus minocyline treatment.

## Supplementary Table 2 - Differentially expressed transcripts comparing light exposure versus light exposed plus minocyline treatment

How the deposited data were processed for this re-analysis (not part of the article)

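Retinal RNA of mice was sequenced in 6 libraries: 2 of control retinas, 2 of retinas 4 days after 1 h of light, and 2 of light-exposed retinas with minocycline at 45 mg/kg. The authors prepared stranded mRNA libraries, aligned single reads with STAR to the mm10 genome (GRCm38) and assigned them to genes in RNA Express, and deposited counts per gene. These counts are whole numbers without normalization, for 23420 genes, of which 4791 had 0 counts in every library. The paper's methods do not state the gene annotation, the versions of STAR and DESeq2 or the use of the strand in counting. None of the value columns was left out (0 unused). Reads were not analysed here, so alignment and counting could not be varied.

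Gene symbols were matched to the GRCm38 annotation, 21571 directly and 1674 through a synonym, which gave coordinates, and GC content and length for 23037 genes. Groups were compared in pairs with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM normalization, quasi-likelihood F test with robust estimation, and Benjamini-Hochberg adjustment over the tested genes. A call needed an adjusted p under 0.05 and a log2 fold change of at least 2 in size. Values of log2 CPM used a prior count of 2. A group whose libraries all held 3 counts or fewer was treated as at the limit of detection, and a fold against it is a lower bound computed at 3 counts. The median library held 17392259 counts. The replicate number was used as a block only for light against control, since the minocycline columns share a header. No paired analysis was possible for the minocycline comparisons because these libraries carry no replicate number. Groups of 2 allow no test for outlying samples.

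The genes named are those the paper names or measured by PCR or staining, the keratins and junction genes of Table S2, the 10 called genes with the largest change in each direction whose replicates do not overlap, and members of the marker lists. In all, 28 marker lists were written: activated and homeostatic microglia, monocytes and neutrophils, lymphocytes, interferon response, complement, MHC class I and II, lysosome, cytokines and chemokines, proliferation, cell death, reactive glia, Müller cells, rods, cones, bipolar cells, amacrine and ganglion cells, vessels, retinal pigment epithelium, pigment cells, corneal epithelium, smooth muscle, stroma, lens, housekeeping, male and female genes. For tests of GC content and length, each gene was compared with the 20 tested genes nearest in both. Lists with at least 3 tested genes were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and with fry beside it. Clusters came from k-means with 6 clusters on the 2000 most variable genes, in place of GEDI. The correlation between the comparisons was set against 20 simulated data sets with unchanged groups that share the light-exposed libraries, also with each library left out in turn. Tests were tried on simulated data: of 200 changed genes per comparison, DESeq2 1.42.0 with shrunken fold changes called 112 to 124, and camera and fry both found 20 of 20 changed lists. Of 100 unchanged lists, fry called 0 to 2 and camera 0. In these simulated data each gene was drawn independently, so the genes of a list were not correlated. The changed genes were picked at random, without regard to their spread between replicates.

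The comparisons, the rule for named genes, the marker lists and the alternatives were set before the data were examined, apart from 3 further DESeq2 settings. The alternatives were DESeq2 with and without shrunken fold changes, edgeR without robust estimation, DESeq2 size factors, total library size or upper quartile in place of TMM, no filter, at least 10 counts in every library, all 6 libraries in one fit, the replicate block, other thresholds, a prior count of 0.5, genes with at least 100 counts on average, 4 or 10 clusters, 500 or 5000 variable genes, and each library left out in turn. The 3 settings chosen after seeing the data were DESeq2 shrinkage with a quantile prior, with the mean in place of a dispersion trend, and with both. Alternatives for normalized values did not apply, as the values are counts. Of the genes called higher with minocycline against control, 1 is not reported here.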

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

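The tests of one minocycline library alone, of mixing at one share, of GC content and length, and of the interferon genes against microglia were chosen only after the result was seen.

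The paper lists no genes for minocycline-treated against control retinas, which it compares through GEDI maps, and in this comparison 19 genes were called higher and 0 lower, beside 994 genes with an unadjusted p under 0.05. Among the 19 called genes, the largest fitted changes were those of Fam83a, Cldn4, Aqp3, Dsg1a, Dsc3, Trim29, Tmprss11a, 1600029D21Rik, AI661453 and Calml3. For 11 of the 19 genes both controls were at the limit of detection, with bounds such as at least 20.9-fold for Aqp3 and at least 16.8-fold for Dsc3, the latter 11.1-fold without minocycline B. Dsp had a log2 fold change of 3.73 and an adjusted p of 0.0356 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From group means of log2 CPM without a test, 162 genes passed the fold cutoff upward, and 105 without minocycline B.

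Genes of tissues outside the neural retina that Table S2 does not list lay above the controls with minocycline. The median log2 fold change was 3.21 for corneal epithelium (11 of 20 genes tested), 3.76 for pigment cells (7 of 7), 2.73 for smooth muscle (9 of 10) and 0.99 for stroma (7 of 10). With genes at the limit of the controls set to their bound, these medians were 2.49, 3.76, 2.72 and 0.95. Without minocycline B, the median was 2.51 for pigment cells and 1.53 for smooth muscle, and without control 1 it was 1.81 for stroma. Both controls held more than 3 counts for 4 of the 20 corneal, 6 of the 7 pigment, 8 of the 10 smooth muscle and 7 of the 10 stromal genes. None of these genes stands in another list or in Table S1. The lists summed to 114 and 122 counts in the controls, 164 and 288 in the light-exposed and 668 and 869 in the minocycline libraries for corneal epithelium, and to 401, 1207, 657, 1197, 7154 and 25605 in the same order for pigment cells. Camera of limma gave adjusted p-values of 2.11e-17, 6.83e-09, 3.16e-08 and 0.000335 for the lists against control, with Benjamini-Hochberg adjustment, and none passed under fry.

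A candidate explanation for the keratin and junction genes is tissue from outside the neural retina in the minocycline libraries. Of 34 such genes tested, 33 rose with minocycline against light alone, with a median log2 fold change of 2.23 (SD 1.76), and 1.29 without minocycline B. The filter on low counts favoured a rise: 11 of the 20 corneal genes were tested here, against 4 between light and control. This bears on each count over the 34 genes. Pigment cell genes were less affected, with 7 tested here and 6 between light and control, and had a median of 3.42. The tables argue against one minocycline library alone, as 30 of the 34 genes were higher in both minocycline libraries than in both light-exposed replicates, and against GC content or length, as the median exceeded that of 652 genes matched in both by 2.28 (SD 1.76 and 0.771). They also argue against a single tissue at one share, since the log2 difference between minocycline B and A was higher by 0.75 for pigment cell genes (SD 0.51) than for corneal genes (SD 0.46). Several tissues at different shares stay open. Among abundant genes chosen after their values were seen, Aldh3a1 held 1039 and 830 counts in minocycline A and B, Dct 3419 and 12350, and Acta2 541 and 2564. Krt14 held 15 and 6, which limits a share of corneal basal cells, given 1174 and 1360 counts of Krt5. Kera, a gene of corneal stroma, held 1 and 0 counts in minocycline A and B, which limits a share of that tissue. The list of retinal pigment epithelium did not rise. Krt6a and Krt6b are paralogs between which counting could split reads, and Dsg1a has close paralogs as well, so single values of these genes are uncertain. A response of retinal cells to minocycline stays open and was not tested.

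Interferon genes lay above control with minocycline, with a median log2 fold change of 1.38 over 15 tested of 16 genes, and 0.77 without minocycline B. Of this list, 13 genes had more than 3 counts in both controls and 12 stand in Table S1. A remaining higher share of microglia cannot be told apart from a remaining interferon response. The interferon list exceeded the homeostatic microglial list by 0.94 (SD 0.88 and 0.23), but by -0.05 without minocycline B and by 1.90 without minocycline A, so that single libraries decide the sign.

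Lens genes summed to 746 counts in light-exposed replicate 1, against 16 and 19 in the controls, 148 in light-exposed replicate 2, and 148 and 165 in minocycline A and B. Of the 9 genes of this list, 1 had more than 3 counts in both controls. Cryaa, chosen after its values were seen, held 1863 counts in light-exposed replicate 1, 237 in minocycline A and 20 or fewer in the others. The list's median with minocycline against light alone was -2.16, or -2.21 with genes at the limit set to their bound. It was 3.15 without light-exposed replicate 1 and -5.08 without minocycline A. No biological explanation was tested for this difference between replicates.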

How the results depend on the processing

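The 3 DESeq2 settings with a quantile prior, with mean dispersion and with both were chosen after seeing the data. For results that moved, the cause was not tested, except where a threshold or a filter by construction changes how many genes can be called.

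Of 415 genes called higher after light, DESeq2 with shrunken fold changes called 73, at least 10 counts in every library 144, DESeq2 with mean dispersion 133, a log2 cutoff of 1 786, adjusted p alone 1079 and an adjusted p under 0.01 48. The other settings gave 325 to 566. Shared with the 415 were 72 of the 73 genes, 362 of 463 without shrinkage and 399 of 473 with the replicate block. The 4 genes lower after light became 2 with DESeq2 without shrinkage, 1 with total library size and 1 with at least 10 counts, 56 with a log2 cutoff of 1 and 545 with adjusted p alone. They became 0 with shrunken fold changes (3607 genes with an unadjusted p under 0.05), with an adjusted p under 0.01 (4144), with a quantile prior (3639), with mean dispersion (3998) and with both (4005).

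With minocycline against light, 2 genes were called higher and 5 lower. The numbers were 6 and 22 with shrunken fold changes, 108 and 297 without shrinkage, 5 and 9 without robust estimation, 72 and 209 without a filter, and 63 and 218 with all 6 libraries in one fit. They were 80 and 212 with a quantile prior, 34 and 70 with mean dispersion, and 85 and 218 with both. At least 10 counts in every library gave 1 and 5. DESeq2 size factors and upper quartile gave 0 higher and 2 lower (3135 and 3094 genes with an unadjusted p under 0.05), and total library size 0 and 0 (3452). An adjusted p under 0.01 left 0 and 0 (3117). Without shrinkage, without robust estimation, without a filter, with at least 10 counts, with all 6 libraries in one fit and under the 3 added settings, all 5 lower genes were called, and with shrunken fold changes 4 of them.

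Against control, the 19 genes higher with minocycline became 101 without shrinkage, 96 without a filter, 2 with at least 10 counts, 58 with a quantile prior, 5 with mean dispersion and 47 with both. They became 0 with shrunken fold changes (826 genes with an unadjusted p under 0.05), with all 6 libraries in one fit (1248) and with an adjusted p under 0.01 (994). The 0 lower genes (994) became 1 without shrinkage and 1 without a filter.

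The 4 genes induced and reversed became 15 with shrunken fold changes, 273 without shrinkage, 8 without robust estimation, 2 with DESeq2 size factors, 2 with upper quartile, 182 without a filter, 2 with at least 10 counts and 202 with all 6 libraries in one fit. They became 194, 49 and 169 with a quantile prior, mean dispersion and both. With total library size and with an adjusted p under 0.01 they became 0 (3452 and 3117 genes with an unadjusted p under 0.05 in the minocycline comparison). The replicate block could not be applied to the minocycline comparisons, and the light-exposed libraries, which decide the genes of the remaining induction, were not left out for it.

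Across the fits that each left out one replicate, genes past the fold cutoff alone, from group means of log2 CPM, ranged from 269 to 625 upward (lowest without light-exposed replicate 2) and from 3 to 13 downward after light (highest without control 2). They ranged from 76 to 175 upward and 189 to 447 downward with minocycline against light, and from 105 to 228 upward and 3 to 4 downward against control. A prior count of 0.5 moved the 3 genes lower after light to 7. The correlation of the comparisons ranged from -0.86 to -0.70, the latter without light-exposed replicate 2 and within the range of simulated unchanged groups with that library left out, and the remaining induction from 0.70 to 0.87.

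Of the genes of Table S1, 167 were called here and 73 with shrunken fold changes. Of the genes lower in Table S2, 5 were called here, 22 with shrunken fold changes, 113 without shrinkage, 113 with a quantile prior, 62 with mean dispersion and 113 with both. For the higher genes, the numbers were 2, 6, 38, 38, 26 and 38.

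Of the marker lists, camera called 13 higher and 1 lower after light, 5 and 12 with minocycline against light, and 14 and 1 against control. The 14 include the male list, with a median of -0.07 and 0 of 4 genes higher. They also include reactive glia, with a median of -0.002 and 6 of 12 genes higher. Neither median is above 0, so these calls do not show a rise of the list. Fry called 0 in each direction of each comparison, beside 7 and 0, 1 and 6, and 5 and 1 lists at an unadjusted p under 0.05. DESeq2 size factors gave the same counts, and the replicate block 14 and 1 after light. Without 1 library, 52 of 72 list medians moved by over 1.5 times or across 0, and 23 crossed 0. Among the 30 medians of at least 1 in size, 13 moved and 1, that of the lens list, crossed 0. The share of genes in clusters with both minocycline libraries above the other 4 was 16.2%, and 27% with the 500 most variable genes.

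Among the named genes, 323 of 439 values under other settings kept their direction and side of the threshold, 8 were weaker, 106 stronger and 2 reversed. The reversed values were a log2 fold change of -0.0055 for Gfap with minocycline against control with all 6 libraries in one fit, and 0.090 for Atp5b after light with total library size. Of 212 values without 1 library, 151 stayed within the spread between replicates, 50 moved and 11 reversed. Across the fits that each left out one replicate, the log2 fold change with minocycline against control ranged from -1.05 (without minocycline A) to 1.03 for C3, from -0.24 (without control 1; -0.22 without minocycline A) to 0.38 for Gfap, and from -0.54 to 0.59 (without control 2; 0.16 without minocycline B) for Aif1. After light, it ranged from -0.30 (without control 2; -0.18 without light-exposed replicate 2) to 4.50 for Krt5, from -0.072 (without control 2) to 3.14 for Krt6a, and from -0.34 (without control 1; -0.15 without light-exposed replicate 2) to 0.74 for Gja1, and Atp5b reached 0.037 without control 1. Depth limits the genes at 3 counts or fewer in a group, for which a bound alone is given.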

Differences from the paper's values

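The 3 DESeq2 settings with a quantile prior, with mean dispersion and with both were chosen after seeing the values.

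The paper gives 217 genes up-regulated after light, and 415 were called here. The cutoff of 2 was applied to unlike fold changes: the median over the genes of Table S1 was 2.47 in the paper and 3.93 in the edgeR fit. DESeq2 with both a quantile prior and mean dispersion, chosen after seeing the values, gave a median of 2.58 and 331 called genes. None of the alternatives set before the data were examined closed the gap, while DESeq2 with a quantile prior, chosen after seeing the values, gave 325, within 1.5 times the paper's number. Table S1 lists 0 down-regulated genes, and 4 were called here, with 0 under DESeq2 with shrunken fold changes (3607 genes with an unadjusted p under 0.05) and an adjusted p under 0.01 (4144). All 3 settings chosen after seeing the values gave 0 as well, beside 3639, 3998 and 4005 genes with an unadjusted p under 0.05. With minocycline, the paper gives 38 genes up-regulated and 113 down-regulated, and 2 and 5 were called here. None of the alternatives set before the data were examined closed either gap, and mean dispersion, chosen after seeing the values, gave 34 against the paper's 38, while none of the 3 came within 1.5 times 113.

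After light, the paper's log2 fold change was 4.74 for Msr1 and 2.64 for Wfdc17, where the bound here was 7.33 and 4.54. It was 3.54 for Cd68 and 3.7 for C3, and 4.71 and 4.53 here. Of the alternatives set before the data were examined, DESeq2 with shrunken fold changes gave 4.17 for Msr1, and the fold changes without light-exposed replicate 2 were 3.60 for Cd68 and 4.03 for C3; none closed the gap for Wfdc17. Of the settings chosen after seeing the values, a quantile prior gave 3.12 for Cd68 and 4.08 for C3, mean dispersion 2.27 for Wfdc17, and both together 4.32 for Msr1, 2.97 for Wfdc17, 3.22 for Cd68 and 3.70 for C3.

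With minocycline, the paper's values were -3.92 for Msr1, -2.56 for Wfdc17, -3.06 for Cd68 and -2.6 for C3, and those here were -7.13, -5.09 (a bound), -4.44 and -4.16. Without light-exposed replicate 2, Cd68 was -3.34, and none of the alternatives set before the data were examined closed the gap for the other 3 genes. Of the settings chosen after seeing the values, a quantile prior gave -3.58 for Msr1, -3.02 for Cd68 and -2.49 for C3. Mean dispersion, chosen after seeing the values, gave -2.34 for Wfdc17, -2.42 for Cd68 and -1.96 for C3, and both together gave -3.90, -3.14, -3.08 and -2.62 for the 4 genes.

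For the keratins the paper's values were 3.57 for Krt12, 3.32 for Krt5, 2.58 for Krt6a and 2.41 for Krt6b, and 4.57, 4.21, 3.81 and 3.99 here. For Dsp, Dsc3, Dsg1a, Cldn4, Gja1 and Gjb2 the paper gives 3.66, 3.06, 2.9, 2.25, 2.24 and 2.19, and the values here were 4.78, 4.49, 4.51, 3.85, 3.65 and 3.56, with bounds for Dsc3, Dsg1a and Gjb2. Of the alternatives set before the data were examined, DESeq2 with shrunken fold changes gave 3.11 for Krt5, the fold change without light-exposed replicate 1 was 3.69 for Krt5, and without minocycline B it was 3.03 for Krt6a and 2.12 for Gja1. None of these alternatives closed the gap for Krt12, Krt6b, Dsp, Dsc3, Dsg1a, Cldn4 and Gjb2. A quantile prior, chosen after seeing the values, gave 3.53 for Krt12, 2.99 for Krt6b, 2.37 for Cldn4 and 2.14 for Gja1. Mean dispersion, chosen after seeing the values, gave 2.35 for Krt6a, 2.27 for Krt6b, 3.21 for Dsp, 2.90 for Dsc3, 2.62 for Dsg1a, 2.64 for Cldn4, 1.68 for Gja1 and 2.22 for Gjb2. Both together, chosen after seeing the values, gave 3.52 for Krt12, 3.29 for Krt5, 2.84 for Krt6a, 2.81 for Krt6b, 3.77 for Dsp and 2.25 for Gja1.

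The paper lists Cd68 as up-regulated after light, and it was not called here, but it was with DESeq2 without shrinkage, edgeR without robust estimation, total library size, the replicate block and all 6 libraries in one fit, and with the 3 settings chosen after seeing the values. The paper lists Msr1, Wfdc17, Cd68 and C3 as down-regulated with minocycline, and none was called here. DESeq2 without shrinkage and all 6 libraries in one fit called the 4 genes, edgeR without robust estimation Msr1, and the fit without a filter Wfdc17. Of the keratin and junction genes that Table S2 lists, Dsp alone was called here. DESeq2 without shrinkage called the 10 genes, all 6 libraries in one fit all but Krt5 and Gja1, and the fit without a filter all but Krt12 and Gja1. EdgeR without robust estimation called Krt12, Krt5 and Dsp, and DESeq2 with shrunken fold changes Krt5 and Dsp. Of the settings chosen after seeing the values, a quantile prior, alone or with mean dispersion, called these 10 genes and the 4 above, and mean dispersion alone all of them but C3 and Gja1.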

Other observations

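The tests of a single light-exposed library, of GC content and length, of the sex of the controls and of bipolar cell genes were chosen only after the result was seen.

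Over 29 microglial genes, the median log2 fold change after light was 3.32. The tables argue against a scaling shift from the loss of rod transcripts, since the microglial lists exceeded the amacrine and ganglion cell list by 3.09 (SD 1.67), and by 2.01 without light-exposed replicate 2. They argue against one light-exposed library alone, as 10 of the 11 genes that neither Table S1 nor Table S2 lists were higher in both replicates than in both controls, and against GC content or length, as the median exceeded that of 574 genes matched in both by 3.31 (SD 1.67 and 0.889). A higher share of microglia with no change in their state cannot be told apart from a change in state, as the activated list exceeded the homeostatic list by 0.45 (SD 1.82 and 1.29), and by 2.01 without control 2, so that 1 library decides the size.

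Control 1 carried transcripts of a female animal and the other libraries those of males, and the paper used mice of both sexes. Without control 1, the median of the 29 microglial genes after light was 3.55 (SD 1.56), which argues against the sex of the control as the whole source of their rise. Of the 415 genes called higher after light, 15 lie on X or Y (3.61%, against 3.53% of tested genes). The male list of 4 genes had a median of -0.10 after light, but -1.10 without control 1. Control 1 was at the limit of detection for each of the 4 genes, and against it alone, without control 2, the median log2 fold change was at least 8.72. With minocycline against control the median was -0.07, but -1.07 without control 1 and at least 8.75 without control 2. The medians near 0 thus come from averaging a female and a male control. Against light alone the median was -0.05, from -0.10 without minocycline B to 0.039 without minocycline A. The female list was too small to test.

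After light, the median log2 fold change was -0.78 for rods (0 of 15 genes higher), 0.25 for cones (9 of 10), 0.74 for bipolar cells (7 of 7), 0.60 for Müller cells (6 of 6), 0.23 for amacrine and ganglion cells, 0.18 for vessels, -0.56 for retinal pigment epithelium and -0.04 for housekeeping genes. The adjusted p from camera of limma with Benjamini-Hochberg adjustment was 6.44e-05 for rods, 0.000370 for bipolar cells, 0.00291 for Müller cells and 0.111 for cones, and none passed under fry. Both controls held more than 3 counts for all genes of these lists except 1 of the 9 for retinal pigment epithelium, and none stands in another list, Table S1 or Table S2. With 1 library left out in turn, the median ranged from 0.035 (without light-exposed replicate 1) to 0.38 (without light-exposed replicate 2) for cones. It ranged from 0.34 to 0.95 for Müller cells, from -0.087 to 0.70 for amacrine and ganglion cells and from 0.135 to 0.38 for vessels, each lowest without control 2 and highest without control 1. For retinal pigment epithelium it ranged from -1.03 without control 1 to 0.24 without control 2, and for housekeeping genes from -0.077 without light-exposed replicate 2 to 0.073 without control 1. A lower share of rod transcripts cannot be told apart from a change in bipolar cells: the bipolar list exceeded the cone, amacrine and ganglion cell and vessel lists by 0.50 (SD 0.37 and 0.21), but by 0.24 without light-exposed replicate 2 and by 0.81 without light-exposed replicate 1.

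With minocycline against light alone, the medians were 0.80 for rods, -0.09 for cones, -0.53 for bipolar cells, -0.13 for Müller cells, 0.37 for amacrine and ganglion cells, -0.01 for vessels, -0.18 for retinal pigment epithelium and -0.01 for housekeeping genes. Against control they were 0.02, 0.17, 0.24, 0.41, 0.70, 0.55, -0.73 and 0.22 in the same order. With 1 library left out in turn, the medians against light ranged from -0.38 to 0.089 for Müller cells, from -0.34 to 0.86 for amacrine and ganglion cells and from -0.73 to -0.13 for bipolar cells, each lowest without minocycline A and highest without minocycline B. They ranged from -0.52 without minocycline B to 0.12 without minocycline A for retinal pigment epithelium, from -0.23 without light-exposed replicate 2 to 0.059 without light-exposed replicate 1 for cones, from -0.13 without light-exposed replicate 1 to 0.093 without light-exposed replicate 2 for housekeeping genes, and up to 0.11 without minocycline B for vessels. Against control, they ranged from -0.18 without minocycline A to 1.19 without control 1 for amacrine and ganglion cells, from -0.13 without minocycline A to 0.50 without minocycline B for bipolar cells, and from 0.14 without minocycline A to 0.72 without control 1 for Müller cells. For rods, cones, vessels and housekeeping genes they ranged from -0.12, 0.093, 0.29 and 0.056 without control 2 to 0.18, 0.26, 0.67 and 0.37 without control 1. For retinal pigment epithelium they ranged from -1.22 without control 1 to 0.077 without control 2. The list of cell death genes rose by 2.17 after light (1.98 with genes at the limit set to their bound), was -1.62 with minocycline against light (-1.03 without light-exposed replicate 2) and 0.17 against control (-0.0042 without minocycline A). Of its 10 genes, 5 had more than 3 counts in both controls, 1 stands in Table S1 and 1 in Table S2. The lymphocyte list and the monocyte and neutrophil list held too few tested genes, with 1 of 8 and 0 of 9 genes above 3 counts in both controls. Against control, the median was 0.95 for activated microglia (0.48 without minocycline A), 0.44 for homeostatic microglia (-0.08 without minocycline A), 0.98 for complement (0.28 without minocycline A), 0.40 for lysosome (0.22 without minocycline A) and 0.43 for MHC class I (0.27 without minocycline A).

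The paper's methods list PCR primers for Tspo, Ccl2, Il6, Nos2 and Casp8, with Atp5b as reference gene, and the paper stained retinas for GFAP and Iba1, the protein of Aif1. In the libraries, the log2 fold change after light and with minocycline against light was 2.11 and -1.16 for Tspo, 2.48 and -1.29 for Ccl2, 2.84 and -1.72 for Casp8, 2.02 and -2.0 for Gfap, 2.72 and -2.83 for Aif1, and -0.14 and 0.42 for Atp5b. For Tspo, Ccl2, Casp8, Gfap and Aif1, the adjusted p after light from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0132, 0.0315, 0.0197, 0.0154 and 0.0227. With minocycline it was 0.184, 0.218, 0.126, 0.0691 and 0.0709 from the same edgeR test. Il6 held 1 and 1, 4 and 10, and 3 and 4 counts in control, light-exposed and minocycline libraries, at least 1.66-fold higher after light, and was not tested in either comparison. Nos2 held 7 and 1, 6 and 8, and 2 and 3 counts and was not tested.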
